# Leaf cell-specific and single-cell transcriptional profiling reveals a role for the palisade layer in UV light protection

**DOI:** 10.1093/plcell/koac167

**Published:** 2022-06-06

**Authors:** Carl Procko, Travis Lee, Aleca Borsuk, Bastiaan O R Bargmann, Tsegaye Dabi, Joseph R Nery, Mark Estelle, Lisa Baird, Carolyn O’Connor, Craig Brodersen, Joseph R Ecker, Joanne Chory

## Abstract

Like other complex multicellular organisms, plants are composed of different cell types with specialized shapes and functions. For example, most laminar leaves consist of multiple photosynthetic cell types. These cell types include the palisade mesophyll, which typically forms one or more cell layers on the adaxial side of the leaf. Despite their importance for photosynthesis, we know little about how palisade cells differ at the molecular level from other photosynthetic cell types. To this end, we have used a combination of cell-specific profiling using fluorescence-activated cell sorting and single-cell RNA-sequencing methods to generate a transcriptional blueprint of the palisade mesophyll in *Arabidopsis thaliana* leaves. We find that despite their unique morphology, palisade cells are otherwise transcriptionally similar to other photosynthetic cell types. Nevertheless, we show that some genes in the phenylpropanoid biosynthesis pathway have both palisade-enriched expression and are light-regulated. Phenylpropanoid gene activity in the palisade was required for production of the ultraviolet (UV)-B protectant sinapoylmalate, which may protect the palisade and/or other leaf cells against damaging UV light. These findings improve our understanding of how different photosynthetic cell types in the leaf can function uniquely to optimize leaf performance, despite their transcriptional similarities.

In a Nutshell **Background:** Photosynthesis is arguably the most important biochemical process in plants, and provides humans and other animals with food and oxygen. This process generally occurs in specialized cell types in the leaf. One type of photosynthetic cell, called palisade, forms one or more cell layers at the top of the leaf in many plant species. Despite the importance of these cells, we know surprisingly little at the molecular level as to how palisade differs from other photosynthetic cell types.

**Question:** We wanted to compare the gene expression profile of palisade cells to other photosynthetic cell types to discover their unique roles in leaf biology. We did this by using a combined approach of bulk palisade cell purification and single cell analysis in the model plant *Arabidopsis thaliana*.

**Findings:** Despite their unique morphology and placement in the leaf, gene expression was similar between the palisade and other photosynthetic cell types. Nevertheless, our complementary approaches revealed a role for the palisade in production of an ultraviolet (UV) light-absorbing molecule called sinapoylmalate, which acts as a “sunscreen” to reduce the damaging effects of UV light. This may serve to protect the palisade and/or additional cell types in the leaf. These results provide a better understanding of how different leaf cells function to optimize overall leaf performance.

**Next steps:** In the course of our studies we generated novel genetic tools to probe the function of the palisade and other photosynthetic cells. Future cell-specific manipulations using these tools will further explore how these cells contribute to leaf function across different environments. This will provide insights into why and how leaves adopt different cellular architectures.

## Introduction

For nearly all vascular plants, leaves are the primary sites of light acquisition and photosynthesis. These processes occur primarily in chloroplast-rich mesophyll cells, which make up the bulk of the leaf interior. In laminar leaves, these cells are generally of two types: palisade mesophyll cells, which form one or more layers of columnar cells on the adaxial leaf side, and spongy mesophyll cells, which are arranged below the palisade with a range of irregular to highly ordered morphologies (Haberlandt, 1914; Esau, 1977; Borsuk et al., 2022). The shape and arrangement of these cells are thought to facilitate light capture and CO_2_ movement (Smith et al., 1997; Terashima et al., 2011). Specifically, columnar palisade cells likely conduct excess light deep into the leaf (Vogelmann, 1993) where it is scattered by the spongy mesophyll, acting as a light trap. Additional anatomical properties of leaves, such as the shape of epidermal cells (Vogelmann et al., 1996; Brodersen and Vogelmann, 2007) and placement of stomata mostly on the abaxial surface, further tailor leaf performance to the environment (Smith et al., 1997; Borsuk and Brodersen, 2019; Borsuk et al., 2022).

Of the two mesophyll types, incident sunlight will generally contact the upper palisade cells first. Not surprisingly then, the shape of these cells is particularly affected by light (Hansen, 1917). In high light, additional palisade layers may be present, and the cells adopt a taller, more cylindrical morphology with tighter packing. Experiments using the model plant *Arabidopsis thaliana* (Arabidopsis) suggest these changes are dependent on the blue light sensor phototropin 2 (Kozuka et al., 2011). Other factors regulating leaf adaxial–abaxial asymmetry have similarly been identified from mutant screens in Arabidopsis, and lesions in these genes result in alterations to palisade and/or spongy mesophyll identity (Manuela and Xu, 2020). However, far less is known about the unique molecular signature of mature palisade cells compared with other photosynthetic cell types, and to what extent these cells even differ from each other.

To this end, we sought to transcriptionally profile palisade mesophyll. Reporter lines driving fluorescent proteins in specific cell types have previously been used to sort and profile cells of the root and other organs of Arabidopsis using fluorescence-activated cell (FAC) sorting coupled with microarray or RNA-sequencing (RNA-seq) analysis (Bargmann and Birnbaum, 2010). More recently, single-cell RNA-seq (scRNA-seq) technologies have also been applied to plants (Ryu et al., 2019; Shulse et al., 2019; Liu et al., 2020; Kim et al., 2021; Lopez-Anido et al., 2021), which, in principle, negate the need for specialized reporters and can assess gene expression in all cells of an organ simultaneously. Here, we use both approaches to analyze gene expression in the palisade. Although these cells have unique morphology and appearance, gene expression was strikingly similar to that of other photosynthetic cell types, likely a consequence of their shared primary function. Despite this, we describe novel marker genes for the palisade and characterize a previously unappreciated role for the phenylpropanoid pathway in palisade tissue.

## Results

### FAC sorting of a palisade mesophyll cell population

To better characterize the palisade layer, we sought to find DNA regulatory sequences in Arabidopsis that drive expression of a fluorescent marker protein specifically in these cells. Arabidopsis leaves show a typical laminar structure, with a single palisade layer directly below the adaxial epidermis and spongy mesophyll below the palisade (Figure 1A). Under our growth conditions, first true leaf expansion was mostly complete by 17 days postgermination (Figure 1B), and, unless otherwise indicated, we performed all subsequent experiments at this developmental stage to assess transcription in the mature leaf.

**Figure 1:**
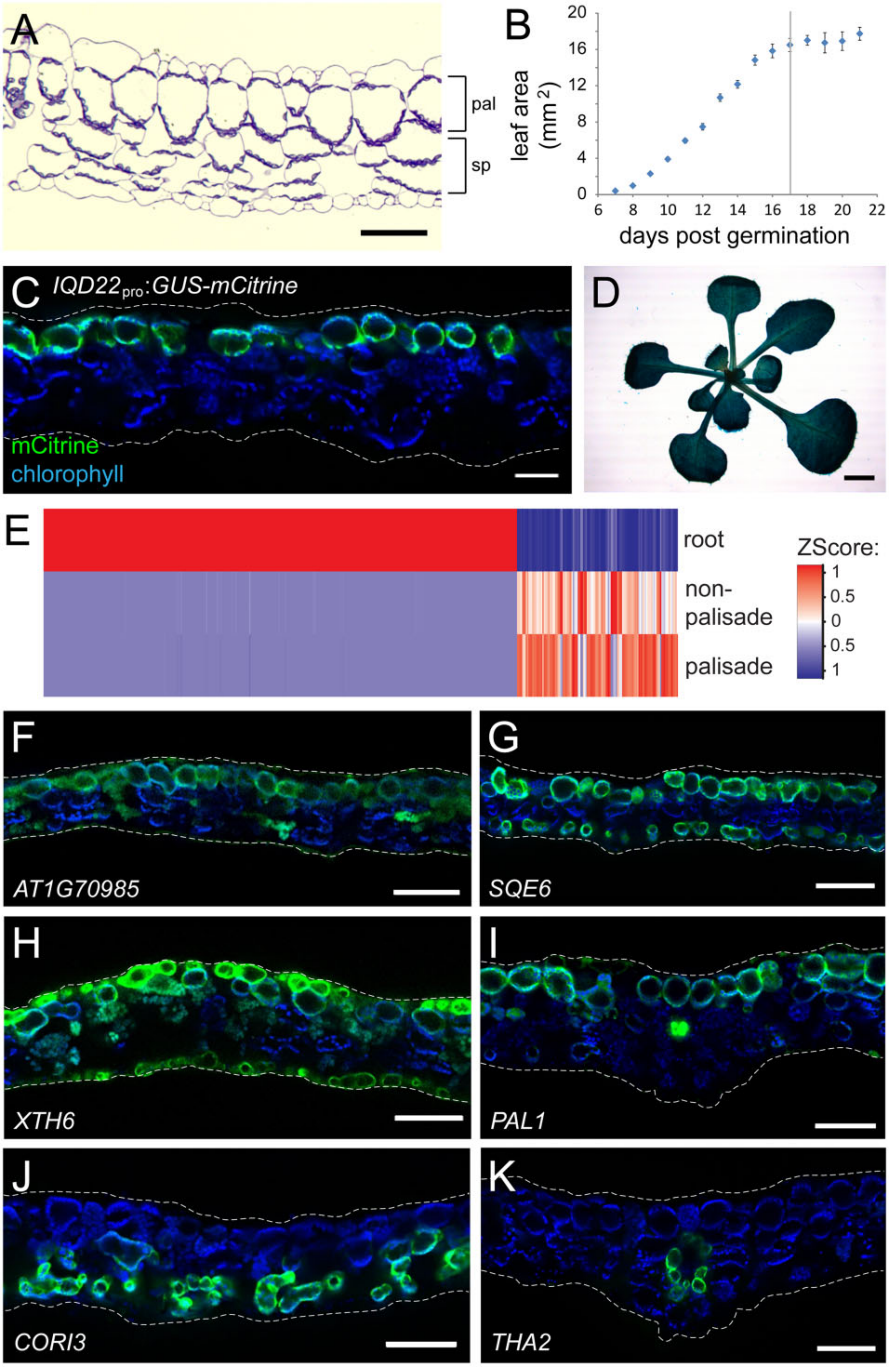
FAC sorting of *IQD22*_pro_:*GUS-mCit* leaf protoplasts can enrich for palisade mesophyll cells. A, Toluidine blue-stained cross-section of a mature Arabidopsis leaf (first true leaf pair), showing a single layer of palisade mesophyll (pal) and spongy mesophyll (sp) below. B, Growth of the first true leaves. In our conditions, the leaves reached their maximum area at 17 days postgermination (vertical line). Mean ± sem. C, Fluorescence image of a leaf cross-section from a 17-day-old *IQD22*_pro_:*GUS-mCit* reporter plant. Chlorophyll autofluorescence is shown in blue and highlights chloroplasts of the mesophyll cells. GUS-mCit protein (green) is expressed in palisade cells. D, Image of the shoot of a GUS-stained *IQD22*_pro_:GUS-mCit plant at day 17. E, Heatmap comparing expression of the top 500 most differentially-regulated genes (columns) identified from pairwise comparisons between total root protoplasts and FAC sorted palisade and nonpalisade photosynthetic cell populations from *IQD22*_pro_:*GUS-mCit* leaves. F–K, Fluorescence images of example transcriptional reporters of genes identified as being upregulated (F–I) or downregulated (J and K) in palisade mesophyll compared with nonpalisade photosynthetic cells by FAC sorting. Leaf cross sections of 17-day-old T1 plants are shown (*n* ≥ 5). Chlorophyll autofluorescence, blue, and gene promoter:*GUS-mCit* reporter, green. Note reporter activity in the palisade cells in (F–K), as well as additional cell types. (I) and (K) are at the location of the midvein; other panels are lateral. Note that when imaging mCit at high exposures in (F) and (H), some autofluorescence is also observed from the cuticle and chlorophyll. Scale bars: (A) and (C), 50 μm; (D), 2 mm; (F–K), 100 μm. In (A), (C), and (F–K), adaxial is up. In (C) and (F–K), dashed white lines show approximate position of cuticle.

Work by others previously described β-glucuronidase (GUS) enzyme activity in the palisade layer of the cotyledons in the UCR6 GUS enhancer trap line (Geisler et al., 2002). As such, we sought to better characterize these plants. Using inverse PCR (iPCR), we mapped the *GUS*-coding transposable element insertion site to a region between two genes on chromosome 4. Approximately 4 kb of sequences flanking the insertion site were sufficient to drive expression of the fluorescent reporter protein mCitrine (mCit) in leaf palisade cells, as well as cells in other regions of the plant (Supplemental Figure S1, A and B). We further narrowed down the regulatory sequence to a ∼3.5 kb promoter element upstream of the *IQ-DOMAIN 22* (*IQD22*) gene, and showed that in the leaf this drives accumulation of a GUS-mCit fusion protein in the palisade (*IQD22*_pro_:*GUS-mCit*, Figure 1, C and D and Supplemental Figure S1, C–F).

Using FAC sorting, we generated protoplasts from first true leaves of *IQD22*_pro_:*GUS-mCit* plants, and sorted them based on mCit fluorescence in green wavelengths. In addition, we took advantage of the natural autofluorescent properties of chlorophyll in red wavelengths to further separate chloroplast-containing cells from other, nonphotosynthetic cell types. Using this approach, we purified two cell populations: (1) a chlorophyll-containing population that expressed GUS-mCit, representing the palisade cells and (2) a reference population containing chlorophyll but not displaying GUS-mCit fluorescence (Supplemental Figure S2, A–D). This reference population likely includes spongy mesophyll, bundle sheath cells, and other chlorophyll-containing cells of the vasculature (Haberlandt, 1914; Crookston and Ozbun, 1975; Ding et al., 2015). 

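For this first comparison, 3 protoplast pools were prepared from *IQD22*_pro_:*GUS-mCit* leaves without transcription inhibitors, and each pool gave a palisade and a reference library, so that each palisade replicate has a reference replicate from the same plants. A further 3 libraries came from total root protoplasts, which share no pool with the leaf libraries. The plants were 17 d old. The authors aligned single-end 50-bp reads to the TAIR10 genome with TopHat and counted them on genes with HTSeq, and they deposited the unnormalized counts, which list 33602 genes. The counts on genes ranged from 21446134 to 26681749 per leaf library and from 30338036 to 38792923 per root library. Expression is given as counts scaled to the size of the library (CPM, edgeR's cpm function). The smallest value that this depth can show, taken as 3 counts, lay between 0.112 and 0.140 CPM in the leaf libraries and between 0.0773 and 0.0989 CPM in the root libraries, which covers counting error only. From these counts, the 33323 nuclear genes were kept, and each comparison of 6 libraries tested the genes with at least 2 counts in at least 3 libraries. Counts were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with the protoplast pool as a block where both populations came from one pool. Genes with a fold-difference above 2 and a Benjamini-Hochberg FDR below 0.05 are called upregulated or downregulated.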

Here, we assume that this reference population is photosynthetic. 

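Expression in the palisade and reference libraries was compared over 23371 nuclear genes as log2 CPM. Pearson's r across genes, which are not independent replicates, averaged 0.974 between a palisade and a reference library (range 0.971 to 0.978 over 9 library pairs). It averaged 0.609 between palisade and root libraries, 0.626 between reference and root libraries, and 0.988 between replicates of the palisade population. The root mean square difference in log2 CPM was 0.813 between palisade and reference libraries, against 0.555 between palisade replicates, 3.01 between palisade and root libraries and 2.88 between reference and root libraries. Between root and palisade cells, 14675 of 22467 genes tested were differentially expressed, of which 8580 were higher in root. Root and reference cells differed in 14453 of 22541 genes, of which 8277 were higher in root. Restricting the test to genes with at least 10 counts in every library moved these totals most, to 9036 and 9193. With upper-quartile normalization the median log2 fold change of all genes rose by 0.20 for root against palisade cells and by 0.14 for root against reference cells. The replicates of root and leaf share numbers but no pools. When the replicate number was added as a block, 14415 and 14200 genes were differentially expressed, and the deviations of same-numbered root and reference libraries from their group means had a mean r of -0.111 across genes.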

RNA-seq suggests that our two populations are transcriptionally very similar: when compared with total root protoplasts, the greatest differences in gene expression are between root cells and photosynthetic cell populations, and not between the photosynthetic cells themselves (Figure 1E and Supplemental Figure S2G). This similarity between photosynthetic cell types is supported by our scRNA-seq analysis (see below). 

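Without inhibitors, 407 genes were upregulated and 1335 downregulated in the palisade relative to the reference population, among 19912 tested. At an FDR below 0.05 and any fold-difference, 6936 genes differed. Testing against a fold-difference of 2 itself, with edgeR's TREAT method, moved the upregulated number most, to 144, with 683 downregulated genes, and asking for at least 10 counts in every library moved the downregulated number most, to 665. Palisade and reference libraries from one pool deviated from their group means together, with a mean r of 0.414 across genes, and a model without the pool gave 291 upregulated and 1049 downregulated genes. *YABBY5* (*YAB5*, *AT2G26580*), an abaxial fate-determining gene, had 0.268 ± 0.122 CPM (SD, n = 3) in palisade cells and 10.5 ± 0.549 CPM in reference cells. Its log2 fold change was -5.29 (SE 0.21, FDR 1.06e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a lower value in palisade cells in all 3 pools, and it stayed between -5.65 and -5.08 with each pool left out in turn. *IQD22* (*AT4G23060*), whose promoter drives the reporter, had a log2 fold change of 1.07 (SE 0.09), which became 0.99 without the third pool.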

Using these methods, we identified several hundred differentially regulated genes in the palisade cells relative to other photosynthetic cell types, including a known abaxial patterning factor (Supplemental Figure S2, H–J).

To validate our approach, we performed a similar analysis of sorted protoplasts generated from the *GAL4-VP16* enhancer trap line JR11-2, which expresses a modified GFP reporter protein highest in the lower spongy mesophyll (Supplemental Figure S2, E and F; Gardner et al., 2009). 

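JR11-2 plants carry a GAL4-driven GFP reporter whose signal marks the lower spongy mesophyll. Protoplast pools of this line, 3 in number and without inhibitors, were each sorted into GFP-positive and GFP-negative chlorophyll-containing cells. Fold changes are given for GFP-negative relative to GFP-positive cells, so that a positive value has the same sense as palisade over reference. Between 15431767 and 27247510 counts per library fell on genes, and the smallest share that could be shown was 0.110 to 0.194 CPM. Of 20031 genes tested with the pool as a block, 143 were upregulated and 289 downregulated. Libraries of one pool deviated from their group means with a mean r of 0.430 across genes, and a model without the pool gave 10 upregulated and 63 downregulated genes. The TREAT test gave 19 and 59.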

FAC-sorted protoplasts from JR11-2 plants divided into a spongy mesophyll-like population (exhibiting both chlorophyll and GFP fluorescence) and a nonspongy, chlorophyll-containing population (exhibiting chlorophyll autofluorescence but lacking GFP, which includes the palisade cells), showed significant overlap with our results from *IQD22*_pro_:*GUS-mCit* plants, thereby validating our methods (Supplemental Figure S2, G–I). However, we were able to detect a larger number of differentially regulated genes using *IQD22*_pro_:*GUS-mCit* generated protoplasts, perhaps due to greater purification of the palisade cells, and thus we confined subsequent analyses to this line.

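Among the 19558 genes tested in both lines, 395 were upregulated in *IQD22*_pro_:*GUS-mCit* palisade cells and 142 in GFP-negative JR11-2 cells, and 62 were upregulated in both. For downregulated genes these numbers were 1321, 286 and 224. A further 11 genes upregulated in the first line were downregulated in the second, and 42 changed in the other direction. Without the protoplast pool in either model, 6 upregulated and 59 downregulated genes were shared. The log2 fold changes of the genes that differed in *IQD22*_pro_:*GUS-mCit* cells and were tested in both had the same sign in JR11-2 for 78.6% of genes, with r = 0.521 across genes and a slope of 0.219. Over all genes tested in both lines, r was 0.408 and 67.0% had the same sign. *YAB5*, which was lower in palisade than in reference cells, was higher in GFP-negative than in GFP-positive cells of JR11-2. Its mean was 7.35 ± 0.445 CPM against 5.26 ± 0.506 CPM (SD, n = 3), with a log2 fold change of 0.48 (SE 0.13, FDR 0.00823 from edgeR's quasi-likelihood test) and a higher value in all 3 pools. From the overlap between both lines, the paper concludes that its sorting methods are sound.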

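The median absolute log2 fold change of the differentially regulated genes was 1.79 in *IQD22*_pro_:*GUS-mCit* cells and 1.37 in JR11-2 cells. At an FDR below 0.05 and any fold-difference, 3972 genes differed in JR11-2. The transcript of *IQD22* itself had a log2 fold change of 0.31 (SE 0.06, FDR 0.00102 from edgeR's quasi-likelihood test) between GFP-negative and GFP-positive cells, and that of *PAL1* (*AT2G37040*) one of 0.86 (SE 0.08), both below the 2-fold limit. Whether a gene's difference was larger in one line than in the other was not tested. The paper proposes that the palisade cells of the first line were purified to a greater degree.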

Finally, to minimize the effect on transcription of the protoplasting process itself, we investigated the effect of adding transcription inhibitors to our protoplasting medium. 

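Actinomycin D at 33 mg per l and cordycepin at 100 mg per l, which block transcription and the extension of RNA chains, were added to the protoplasting medium of 3 further pools of *IQD22*_pro_:*GUS-mCit* leaves grown at 50 μmol per m2 per s. Digestion took 2 h. Each pool again gave a palisade and a reference library, with 15074702 to 19233615 counts on genes and a smallest detectable share of 0.156 to 0.199 CPM. The libraries made with and without inhibitors came from different pools, so that these comparisons were made without a block. Variation between pools is part of their error, but a difference shared by all 3 pools of a treatment cannot be told apart from the inhibitors. Depth differed in this way, with 21446134 to 26681749 counts on genes per library without inhibitors. Fold changes are given for cells without inhibitors relative to cells with them.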

We found that inhibitors minimized the induction of genes associated with wounding and defense (Supplemental Figure S2, K and L), and thus were added to all subsequent experiments.

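In palisade cells, 3649 genes were higher and 166 lower without inhibitors, among 19128 tested. In reference cells, 4122 were higher and 230 lower, among 19755. These splits moved with the scaling of the libraries. Under upper-quartile normalization, 3068 genes were higher and 947 lower in palisade cells, which is 76.4% higher against 95.6% under TMM, and 3573 were higher and 1170 lower in reference cells, or 75.3% against 94.7%. The median log2 fold change of all genes shifted by -0.31 and -0.26 between both scalings. With the replicate number as a block, 3612 genes were higher and 167 lower in palisade cells, and 4042 and 220 in reference cells. Same-numbered palisade libraries of both treatments deviated from their group means with a mean r of 0.114 across genes. Of 59 genes that the TAIR10.1 annotation links to the response to wounding, 34 were higher without inhibitors in palisade cells, which is 57.6% against 17.9% of the other genes with an annotated process. The odds ratio was 6.24 (Fisher's exact test, two-sided, adjusted p = 1.88e-10 over 48 tests of 6 processes), and it was 5.78 under upper-quartile normalization and 5.85 with the replicate block. In reference cells it was 5.57 (Fisher's exact test, adjusted p = 1.55e-09), and 5.70 with the block. Among genes of the defense response, 135 of 369 were higher without inhibitors in palisade cells and 147 of 383 in reference cells, with odds ratios of 2.72 and 2.62, or 2.80 and 2.62 with the block. For genes of photosynthesis the number was 1 of 66 in either population. Reads that fell on no annotated feature made up 2.01% ± 0.430 (SD, n = 6) of the reads without inhibitors and 0.752% ± 0.0632 (SD, n = 6) with them (exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 libraries allow), although libraries of one pool are not independent. The paper states that the inhibitors minimized this induction and uses them from here on.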

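With inhibitors and at low light, 18963 genes were tested between palisade and reference cells with the protoplast pool as a block. Of these, 403 were upregulated and 1055 downregulated in the palisade, and 5740 had an FDR below 0.05 at any fold-difference. The TREAT test gave 125 and 514, and at least 10 counts in every library 246 and 453, which are the furthest that the upregulated and the downregulated number moved. Libraries of one pool deviated from their group means with a mean r of 0.230 across genes, and without the pool 326 genes were upregulated and 899 downregulated. Of the 401 upregulated genes also tested without inhibitors, 244 were upregulated there, and 813 of 1039 downregulated genes were downregulated there. The log2 fold changes of both sets of libraries had r = 0.901 across the 1440 genes that differed with inhibitors, with the same sign for 97.6%, and r = 0.805 across all 18704 genes tested in both, with the same sign for 72.8%. The genes with the largest estimates of edgeR were at or near the limit of detection in one population, where a change has only a lower bound. *AT4G16447*, *AT5G28010*, *AT2G34150*, *AT2G30890* and *AT4G11320* had 0 counts in every palisade library and were at least 17.3-fold, 16.2-fold, 13.0-fold, 12.9-fold and 10.4-fold lower in palisade cells. *YUC8* (*AT4G28720*), *MBP2* (*AT1G52030*) and *NAKR2* (*AT2G37390*) had at most 2 counts in any reference library and were at least 8.07-fold, 7.10-fold and 3.53-fold higher. Such bounds use group means, and those of *YUC8* and *AT4G11320* lean on a single pool. *YUC8* had 0.368, 0.960 and 2.59 CPM in the palisade libraries, and *AT4G11320* had 3.65, 1.57 and 1.17 CPM in the reference libraries. *AT1G05040* and *KDR* (*AT1G26945*), which had 3 to 4 counts per palisade library and 0 in the reference, were at least 1.42-fold and 1.41-fold higher, and neither had an FDR below 0.05 under DESeq2 or with any pool left out (FDR 0.0628 to 0.125 from edgeR's quasi-likelihood test).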

Our final analysis found 238 nuclear-encoded genes to be upregulated and 591 downregulated in the palisade population when compared with other photosynthetic cell types (false discovery rate (FDR) < 0.05 and fold-difference > 2; Supplemental Data Sets S1 and S2). To confirm that these genes are palisade enriched, we fused ∼1.5–2 kb promoter elements from a selection of these to a *GUS-mCit* reporter sequence. 

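The genes whose reporters the paper describes as expressed in the palisade are *AT1G70985*, *TASIR-ARF* (*AT3G17185*), *XTH6* (*AT5G65730*), *SQE6* (*AT5G24160*), *PAL1*, *HCT* (*AT5G48930*), *GASA1* (*AT1G75750*) and *AT1G11210*. All 8 transcripts were upregulated in sorted palisade cells and higher there in all 3 pools, with log2 fold changes from 1.66 for *SQE6* to 3.00 for *XTH6*. *XTH6* had 35.3 ± 10.1 CPM (SD, n = 3) in palisade cells and 4.41 ± 1.51 CPM in reference cells. For *SQE6* these values were 70.0 ± 4.73 CPM and 22.2 ± 1.84 CPM, and for *AT1G70985* they were 15.3 ± 3.01 CPM and 4.49 ± 1.19 CPM. Without inhibitors, 6 of the 8 genes were upregulated, while *HCT* and *AT1G11210*, with log2 fold changes of 0.62 and 0.71, were not.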

Transgenic plants carrying these reporters showed diverse expression patterns, some of which had higher expression in the palisade than other photosynthetic cells (8 of 17 reporters tested; Supplemental Figure S3). Examples of these include the promoters for: *AT1G70985*, which drove weak expression mostly in the palisade (Figure 1F); *SQUALENE MONOXYGENASE 6* (*SQE6*), which drove high expression in the palisade and single layer of lowermost spongy mesophyll (Figure 1G); *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 6* (*XTH6*), which in addition to the palisade had epidermal expression highest on the adaxial side (Figure 1H); and genes related to phenylpropanoid biosynthesis, including *PHENYLALANINE AMMONIA-LYASE 1* (*PAL1*) (Fraser and Chapple, 2011), which drove highest expression in the vasculature, strong expression in palisade, weak in epidermis, including stomata, and almost none in spongy mesophyll (Figure 1I). 

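Of the genes whose reporters are shown in Supplemental Figure S4, 15 could be given an identifier, all but *bHLH68*. All 15 transcripts were downregulated in sorted palisade cells and lower there in all 3 pools, with log2 fold changes from -6.70 for *AT1G12010* to -2.14 for *KAN3* (*AT4G17695*). All 15 were also downregulated in palisade cells without inhibitors and in GFP-negative cells of JR11-2.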

By comparison, promoter elements of genes downregulated in the palisade population drove higher expression in other chloroplast-containing cells of the leaf. Examples include the promoters for: *CORONATINE INDUCED 3* (*CORI3*), which drove expression in the lower spongy mesophyll and bundle sheath (Figure 1J); *THREONINE ALDOLASE 2* (*THA2*) in bundle sheath (Figure 1K); and other gene promoter elements that drove expression in spongy mesophyll, bundle sheath and/or chloroplast containing cells of the vasculature (Supplemental Figure S4).

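*CORI3* (*AT4G23600*) had 11.4 ± 4.56 CPM (SD, n = 3) in palisade cells and 661 ± 52.6 CPM in reference cells, a log2 fold change of -5.90 (SE 0.14, FDR 2.87e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -6.21 and -5.66 with each pool left out in turn. The log2 fold change of *CORI3* was -4.93 (SE 0.12) without inhibitors and -1.41 (SE 0.07) in JR11-2. *THA2* (*AT3G04520*) had 0.941 ± 0.174 CPM in palisade cells and 62.6 ± 9.63 CPM in reference cells, a log2 fold change of -6.05 (SE 0.14, FDR 1.91e-16 from the same test), and one of -1.26 (SE 0.08) in JR11-2.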

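The other 9 genes with reporters in Supplemental Figure S3 are *LHCB4.3* (*AT2G40100*), *UGT84A2* (*AT3G21560*), *AT4G19200*, *HAT3* (*AT3G60390*), *AT1G65845*, *MIOX2* (*AT2G19800*), *ATGPX7* (*AT4G31870*), *ANL2* (*AT4G00730*) and *AT1G22500*. Of these, 8 were upregulated in sorted palisade cells, and all were higher there in all 3 pools. Their log2 fold changes ranged from 0.94 for *AT1G65845* to 4.11 for *UGT84A2*. *AT1G65845* had 15.1 ± 2.36 CPM (SD, n = 3) in palisade cells and 7.87 ± 1.47 CPM in reference cells, below the 2-fold limit, and passed it without the second pool (1.02). The mean log2 fold change was 2.20 ± 0.976 (SD, n = 9) for these genes and 2.08 ± 0.575 (SD, n = 8) for those whose reporters were expressed in the palisade, a difference well within the spread between genes (exact permutation test, two-sided, p = 0.772). Mean log2 CPM in palisade cells did not separate the reporters either (exact permutation test, p = 0.307), nor did the log2 fold changes without inhibitors (exact permutation test, p = 0.493).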

Some of our reporters for genes predicted to be palisade-enriched failed to express in these cells (Supplemental Figure S3). This may reflect that we have inadequate promoter/regulatory sequences for these particular genes. For example, we were unable to detect GUS-mCit activity from a plant carrying an *LHCB4.3*_pro_:*GUS-mCit* reporter; however, a previous study suggested that this gene is expressed on the adaxial leaf side (Sawchuk et al., 2008). Similarly, while we were able to identify expression of the phenylpropanoid-related gene *FERULIC ACID 5-HYDROXYLASE 1* (*FAH1*) in FAC sorted palisade cells (see below), regulatory elements required for *FAH1* gene function in the leaf lie not within the promoter sequence but rather in a ∼12.5 kb region downstream of the stop codon (Ruegger et al., 1999). Alternatively, our FAC sorted palisade population may contain contaminating cells. Nevertheless, our results suggest that our methods have successfully purified the palisade cells, at least partially.

### scRNA-seq of the mature Arabidopsis leaf

Recently, scRNA-seq methods have been developed as an alternative approach to query specific cell populations. Previously reported scRNA-seq analyses of Arabidopsis cotyledons, immature developing leaves, and leaves of mature 6-week-old plants did not distinctly separate the palisade and spongy mesophyll (Liu et al., 2020; Kim et al., 2021; Lopez-Anido et al., 2021), possibly as a result of the high transcriptional similarity we have observed. As such, to complement our FAC sorting experiments, we performed scRNA-seq using the 10× Genomics platform on protoplasts generated from the first true leaves of 17-day-old plants carrying the *IQD22*_pro_:*GUS-mCit* reporter, so as to improve our ability to identify the palisade population.

Following doublet removal (DePasquale et al., 2019) and filtering, our scRNA-seq dataset included 23,729 cells, with 3,639 median unique transcripts per cell and 1,637 median genes detected per cell. While these median counts are generally lower or comparable to other similar studies from plants, the number of cells in our dataset are several fold higher (Supplemental Table S1). Using Uniform Manifold Approximation and Projection (UMAP) for dimensionality reduction, we identified 17 cell clusters corresponding to unique cell types and/or transcriptional states (Figure 2A). More stringent filtering of our data set to remove cells with > 10,000 unique molecular identifiers (UMIs) per cell generated similar results, suggesting that the inclusion of some cells with high RNA content is not affecting our overall findings (Supplemental Figure S5). To assign biological identity to these (Figure 2B) we used two approaches. First, we used a biased approach, by mapping known cell type marker genes to the UMAP plot (Figure 3A). Second, we used an unbiased method. For this, we fused ∼2 kb of promoter elements for one or more genes identified through our analyses as being differentially upregulated in a given cluster to the *GUS-mCit* coding sequence, and imaged leaves of T1 transformed plants in cross-section (Supplemental Data Sets S3–S19, Figure 3, B and C, and Supplemental Figure S6).

**Figure 2:**
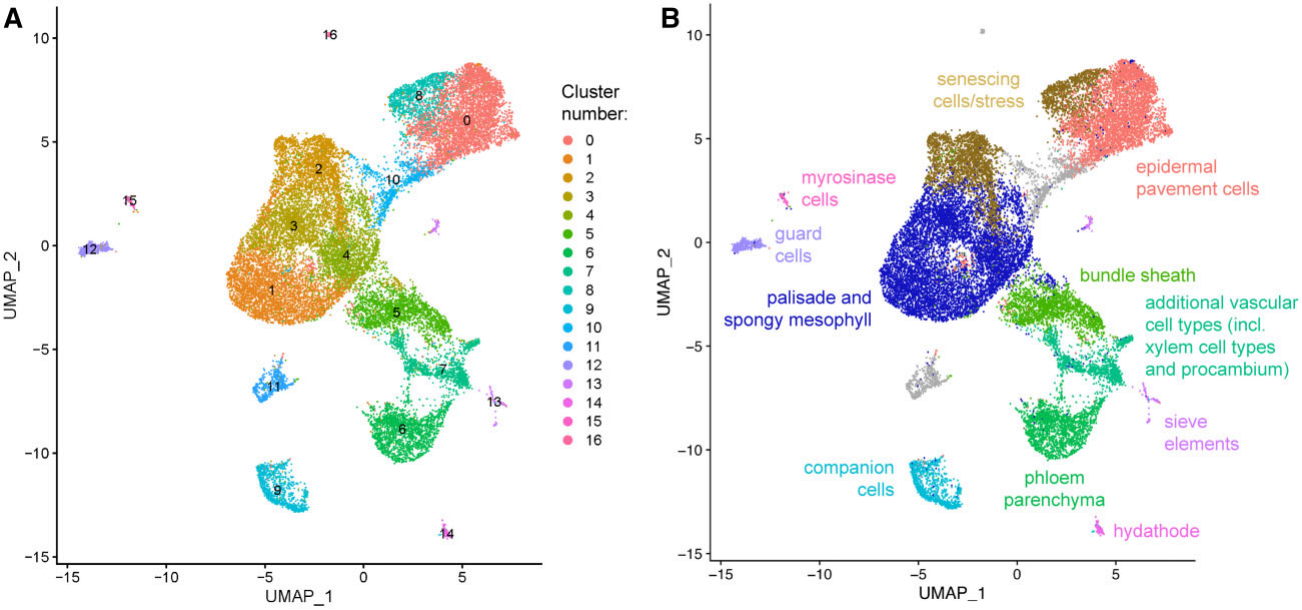
A scRNA-seq atlas of mature Arabidopsis leaf protoplasts. A, Unbiased clustering of RNA-sequenced leaf protoplasts from *IQD22*_pro_:*GUS-mCit* plants. 17 unique cell clusters were assigned based on transcriptional differences (clusters 0–16). B, Cell identities of UMAP-based clusters determined by marker gene analysis and validation.

**Figure 3:**
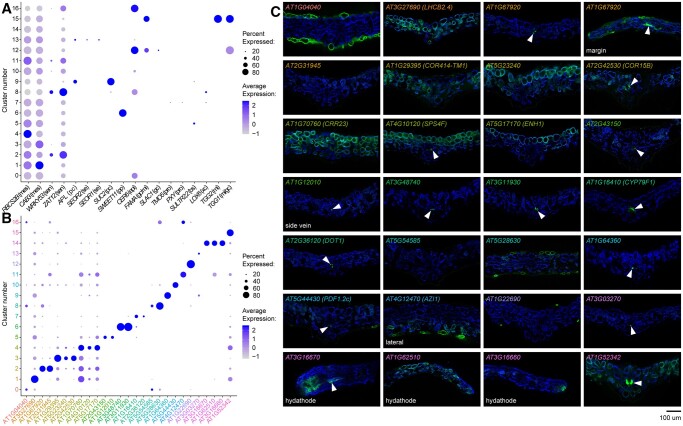
Gene marker analysis of scRNA-seq cell clusters. A, Dot plot showing expression of known tissue-specific marker genes in the scRNA-seq leaf cell clusters (see Figure 2A). Dot color intensity represents average expression of the gene in a given cluster, and dot size the percentage of cells in the cluster expressing that particular marker. Markers are expressed in mesophyll (mes), senescing cells (sen), phloem companion (pc), sieve elements (se), phloem parenchyma (pp), epidermis (epi), GCs (gc), myrosinase idioblasts (mi), procambium (pro), bundle sheath and veins (bs), and xylem contact cells (xc). B, Dot plot showing expression of de novo-identified cluster marker genes. Gene name color is the same as the cell cluster in Figure 2A for which the marker gene was identified. C, Fluorescence images of transcriptional reporters for genes shown in (B). Cross sections of first true leaves of T1 transgenic plants are shown (representative from *n* ≥ 4 T1 plants). Chlorophyll autofluorescence, blue, and gene promoter:*GUS-mCit* reporter activity, green. Adaxial is up. All images are at the midvein except where otherwise indicated (margin, side vein, lateral or hydathode). Arrowheads mark vascular and/or bundle sheath expression in some lines.

Using these combined approaches, we associated several clusters with cell types of veins. Known marker genes *SWEET11* (Chen et al., 2011), *ALTERED PHLOEM DEVELOPMENT* (*APL*) and *SUCROSE TRANSPORTER 2* (*SUC2*) (Truernit and Sauer, 1995; Bonke et al., 2003), *SIEVE ELEMENT OCCLUSION-RELATED 1* and *2* (*SEOR1* and *SEOR2*) (Rüping et al., 2010; Anstead et al., 2012), and *THIOGLUCOSIDE GLUCOHYDROLASE 2* (*TGG2*) (Barth and Jander, 2006), expressed in phloem parenchyma, phloem companion cells, sieve elements, and myrosinase idioblasts, respectively, mapped to cluster numbers 6, 9, 13, and 15 (Figure 3A). Procambium markers *TARGET OF MONOPTEROS 5* (*TMO5*) and *PHLOEM INTERCALATED WITH XYLEM* (*PXY*) (Fisher and Turner, 2007; De Rybel et al., 2013), and the xylem contact cell-expressed gene *LIPOXYGENASE 6* (*LOX6*) (Chauvin et al., 2012; Nguyen et al., 2018), mapped to distinct regions of cluster 7, suggesting this cluster represents a mixed population of vascular cell types (Figure 3A). Consistent with these findings, promoter elements from mostly uncharacterized genes associated with clusters 6, 7, 9, 13, and 15 (*AT3G48740*, *AT3G11930*, *AT1G16410*/*CYTOCHROME P450 79F1* (*CYP79F1*; see also Tantikanjana, 2001), *AT2G36120*/*DEFECTIVELY ORGANIZED TRIBUTARIES 1* (*DOT1*), *AT1G64360*, *AT3G03270*, and *AT1G52342*; Figure 3B) all drove *GUS-mCit* reporter activity in cells associated with minor and/or major veins, and, in the case of *CYP79F1*, weakly in the bundle sheath (Figure 3C and Supplemental Figure S6). Gene ontology (GO) term enrichment analysis (Supplemental Data Sets S20–S36) suggests that these cell clusters express genes involved with glucosinolate production, water transport and phloem transport, among other processes. Cluster 5, which shared similarities in gene expression with cell types of the vein, expressed the bundle sheath and vein marker *SULPHATE TRANSPORTER 2;2* (*SULTR2;2*) (Takahashi et al., 2000; Kirschner et al., 2018), as well as genes related to glucosinolate production, starch biosynthesis and photosynthesis (Figure 3A and Supplemental Data Set S25). Similarly, reporters for novel cluster 5 marker genes *AT2G43150* and *AT1G12010* drove expression in bundle sheath and/or cells of the vein (Figure 3, B and C).

To identify guard cells (GCs), we looked for the overlap in expression between the cuticle-formation gene *ECERIFERUM 6* (*CER6*) (Hooker et al., 2002), the GC-specific gene *SLOW ANION CHANNEL-ASSOCIATED 1* (*SLAC1*) (Vahisalu et al., 2008), and the GC and myrosinase idioblast markers *FAMA* and *THIOGLUCOSIDE GLUCOHYDROLASE 1* (*TGG1*) (Barth and Jander, 2006; Shirakawa et al., 2014; Figure 3A). This identified cluster 12 as GC-specific. As validation, a promoter element for a de novo identified cluster 12 marker, *AT1G22690*, drove reporter expression specifically in stomata (Figure 3, B and C).

To identify clusters 11, 14, and 16, we tested reporter activity of various marker genes identified through our bioinformatic approaches. For cluster 14, promoter elements from markers *AT3G16670*, *AT1G62510*, and *AT3G16660* all drove expression either specifically in the hydathode, or the hydathode and other cell types (Figure 3, B and C). This cluster was enriched for genes related to immune responses among other biological processes, including auxin biosynthesis, known to occur in hydathodes (Biedroń and Banasiak, 2018; Supplemental Data Set S34). In contrast, the marker gene *AT4G12470*/*AZELAIC ACID INDUCED 1* (*AZI1*), involved in systemic immunity (Cecchini et al., 2015), showed enriched expression in clusters 11 and 16 (Figure 3B). Both these clusters express genes related to oxidative stress and stress hormones jasmonic acid and salicylic acid (Supplemental Data Sets S31 and S36). Interestingly, the promoter element of *AZI1* drove reporter activity in a subset of abaxial epidermal cells and mesophyll, and, as such, we were unable to assign a specific cell type or state to these two clusters (Figure 3C). Future study of these populations may resolve their identity, and what specific roles they play in leaf function and defense.

The two largest groups of cells, representing clusters 0 and 8, and clusters 1–4 (Figure 2A), expressed epidermal pavement and mesophyll/photosynthesis-related genes, respectively. In clusters 0 and 8, this included the cuticle formation gene *CER6*, as well as the newly identified epidermal markers *AT1G04040* and *AT5G28630* (Figure 3, A–C; a reporter for an additional cluster 8 marker, *AT5G54585*, had little expression in the first true leaves). In contrast, photosynthesis-related marker genes *CHLOROPHYLL A/B BINDING PROTEIN 3* (*CAB3*) and *RUBISCO SMALL SUBUNIT 2B* (*RBCS2B*), which are expressed in various regions of the mature leaf (Susek et al., 1993; Sawchuk et al., 2008), had broad expression domains with strongest expression in clusters 1 and 4, respectively (Figure 3A). Interestingly, clusters 2 and 8 shared expression of stress- and senescence-related genes such as *WRKY53* and *ZAT12* (Davletova et al., 2005; Bresson et al., 2018; Zentgraf and Doll, 2019; Figure 3A and Supplemental Data Sets S22 and S28). This may indicate that senescence promotes a transcriptional convergence of epidermal pavement and mesophyll cells irrespective of cell type. A reporter for a cluster 2 marker gene, *AT1G67920*, drove expression in vascular and epidermal cells (Figure 3, B and C), and we hypothesize that this cluster includes mixed cell types undergoing senescence; however, another cluster 2 promoter, *AT2G31945*, failed to drive expression in the leaf blade, perhaps due to low activity or incomplete regulatory sequences. Similarly, abaxial-positioning in the leaf may influence the transcriptome of some epidermal and mesophyll cells into cluster 10, which expresses the spongy mesophyll marker *CORI3*, described above, and a newly identified marker gene for regions of the abaxial epidermis, *AT5G44430*/*PLANT DEFENSIN 1.2c* (*PDF1.2c*) (Figures 3, B and C and 4A).

**Figure 4:**
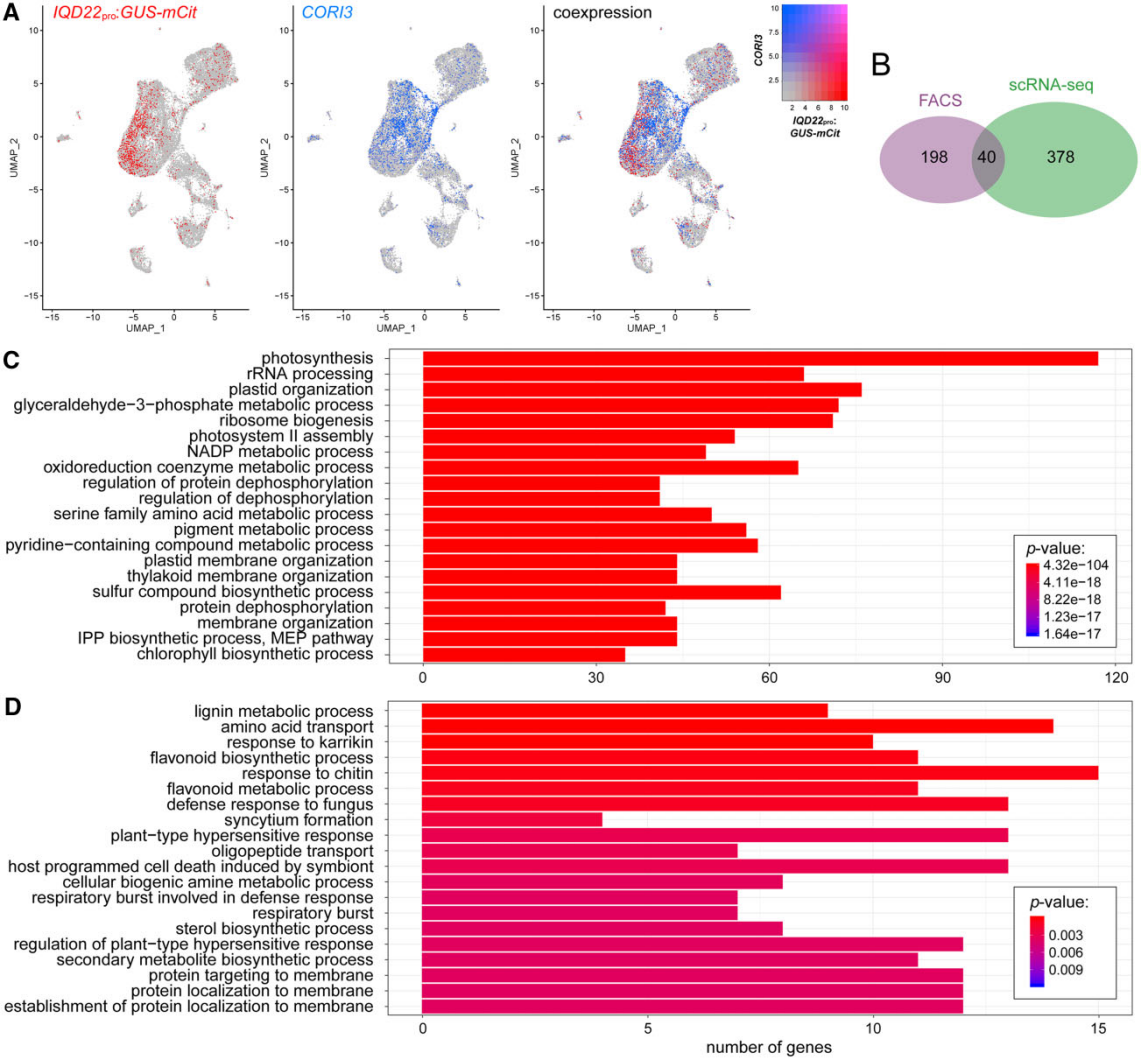
Identification of palisade-expressed genes by scRNA-seq. A, Location of *GUS-mCit* and *CORI3* expressing cells in our scRNA-seq UMAP plot of protoplasts from the mature leaf of *IQD22*_pro_:*GUS-mCit* transgenic plants. Note little overlap of cells expressing these two transcripts. B, Overlap of nuclear-encoded genes identified to be upregulated in the palisade compared with reference photosynthetic cell populations as determined by FAC sorting, and *GUS-mCit* expressing cells (reads > 1) compared with *CORI3* expressing cells (reads > 2) by scRNA-seq methods. *P* < 0.005, hypergeometric test. C and D, GO term enrichment analysis of genes upregulated in the palisade as identified using scRNA-seq (C) or FAC sorting (D). The top 20 terms by adjusted *P*-value are shown.

In contrast, other markers we tested for clusters 1, 3, and 4 were unable to resolve if one or more of these clusters corresponded to a specific mesophyll cell type or not. For example, promoter elements for cluster 4 markers *AT4G10120*/*SUCROSE PHOSPHATE SYNTHASE 4F* (*SPS4F*) and *AT5G17170*/*ENHANCER OF SOS3-1* (*ENH1*) drove expression predominantly in the palisade, as did cluster 3 marker *AT5G23240* (Figure 3, B and C), while *IQD22*_pro_: *GUS-mCit* was detected predominantly in cluster 1 (Figure 4A). Other cluster 1, 3, and 4 markers *AT3G27690*/*LHCB2.4*, *AT1G29395*/*COLD REGULATED 414 THYLAKOID MEMBRANE 1* (*COR414-TM1*) and *AT1G70760*/*CHLORORESPIRATORY REDUCTION 23* (*CRR23*), respectively, drove expression more broadly in the palisade and spongy mesophyll, while the promoter element from another cluster 3 marker, *AT2G42530*/*COLD REGULATED 15B* (*COR15B*), drove expression mostly in bundle sheath. As such, we broadly associate these clusters with mesophyll cell types and possibly some bundle sheath cells. Our and others’ (Liu et al., 2020; Kim et al., 2021; Lopez-Anido et al., 2021) inability to cleanly resolve the mesophyll populations by scRNA-seq, in addition to their close proximity on our UMAP plot, further supports the conclusion that mesophyll cell types are transcriptionally similar to one another, despite their morphological differences.

Interestingly, subclustering of related major clusters may reveal additional cell-types and cell-states. For example, subclustering of epidermal pavement cell clusters 0 and 8 revealed that subpopulations of epidermal cells may be present therein (Supplemental Figure S7). Reporter analysis of marker genes *AT2G39310* and *AT3G09260*/*LONG ER BODY* (*LEB*) suggests that one of these subclusters includes abaxial epidermal cells near the margins and proximal midvein.

### Phenylpropanoid-related genes are expressed in the palisade

The inability to discretely resolve spongy and palisade mesophyll populations in our scRNA-seq study may be due to (1) high levels of similarity between the two cell types (see above); (2) gene expression within the mesophyll being influenced by additional positional information on the proximal–distal and/or medio–lateral axes, or proximity to other leaf structures such as veins; or (3) complexity in cell states; for example, mesophyll cells undergoing various levels of senescence. Alternatively, it may (4) reflect limitations with our reporter-based verification approach. To circumvent these issues, we instead took advantage of the fact that our sequenced leaf protoplasts carried the *IQD22*_pro_:*GUS-mCit* transgene, which should uniquely label the palisade cells. As a reference population, we compared these cells to those with high expression of the abaxial spongy mesophyll marker we identified above, *CORI3* (Figure 4A). Comparing these populations, our scRNA-seq results identified 418 nuclear-encoded genes as being differentially upregulated in *IQD22*_pro_:*GUS-mCit* expressing cells (adjusted *P*-value < 0.05) (Supplemental Data Set S37). Of these, 40 were also identified as upregulated in the palisade in our FAC-sorting experiments, including *IQD22*, with a statistically significant overlap (hypergeometric test, *P* < 0.005; Figure 4B). In addition to *IQD22*, for eight of these genes (*AT4G19200*, *AT1G11210*, *ANTHOCYANINLESS 2* (*ANL2*), *HYDROXYCINNAMOYL-COA SHIKIMATE/QUINATE HYDROXYCINNAMOYL TRANSFERASE* (*HCT*), *AT1G22500*, *HAT3*, *AT1G70985*, and *LHCB4.3*) we had already generated transcriptional reporters (Supplemental Figure S3). The lack of further overlap between the two approaches might reflect differences in the reference cell populations chosen, among other possibilities (see “Discussion”). These results demonstrate that the two approaches detect many of the same transcripts, although the presence of uniquely identified transcripts with each method suggests the two techniques are complementary and might uncover unique information.

GO term enrichment analysis of genes with high expression in the palisade relative to *CORI3* transcript-expressing cells identified using scRNA-seq suggested that many of the differentially regulated genes were related to photosynthesis and chloroplast function (Figure 4C). This included many chlorophyll-a/b binding proteins (Supplemental Data Set S37), which have previously been detected at high levels in the palisade of soybean (*Glycine max*) cotyledons (Chang and Walling, 1992). These results suggest that the palisade may have unique photochemistry. 

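Among the genes upregulated in sorted palisade cells with inhibitors, processes were counted as the TAIR10.1 annotation gives them, against the 11896 tested genes with any annotated process. Of 20 genes of lignin metabolism, 3 were upregulated, which is 15.0% against 1.97% of the other genes (odds ratio 8.78, Fisher's exact test, two-sided, adjusted p = 0.0185 over the 48 tests of processes). Without the protoplast pool in the model, 2 of 20 were upregulated and the enrichment did not pass adjustment (odds ratio 6.98, adjusted p = 0.0855 from the same Fisher's exact test). Of 15 flavonoid genes, 1 was upregulated (odds ratio 3.52, Fisher's exact test, adjusted p = 0.404), and the odds ratio was 4.47 without the pool (adjusted p = 0.340). Genes of the response to wounding and of the defense response were enriched as well, with 5 of 55 and 17 of 368 upregulated (odds ratios 5.00 and 2.49, Fisher's exact test, adjusted p = 0.0140 and 0.00532), and 6.37 and 3.00 without the pool. Of the 30 genes of lignin metabolism in Figure 5E that could be tested, 11 were upregulated in the palisade with inhibitors. Their log2 fold changes ranged from 1.01 for *FAH1* (*AT4G36220*) to 2.99 for *PAL1*. Of the 30, 18 were higher in palisade cells in all 3 pools. Without inhibitors, *CAD4*, *CAD7*, *CCR2*, *MYB20*, *OMT1* and *PAL1* of the 11 were upregulated as well, while *BCB*, *ELI3-2*, *FAH1*, *HCT* and *PRX71* were not. In GFP-negative JR11-2 cells none of the 11 was upregulated, and *BCB*, *CAD7*, *ELI3-2* and *PRX71* had negative log2 fold changes. The 11 upregulated genes are 36.7% of this list, against 2.07% of the other genes (odds ratio 27.4, Fisher's exact test, two-sided, unadjusted p = 1.33e-11). The paper turned to lignin metabolism after finding it enriched among genes upregulated in the palisade in these same libraries. The choice of the list thus favoured an enrichment, and this test adds no independent evidence of one.

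**Figure D1:**
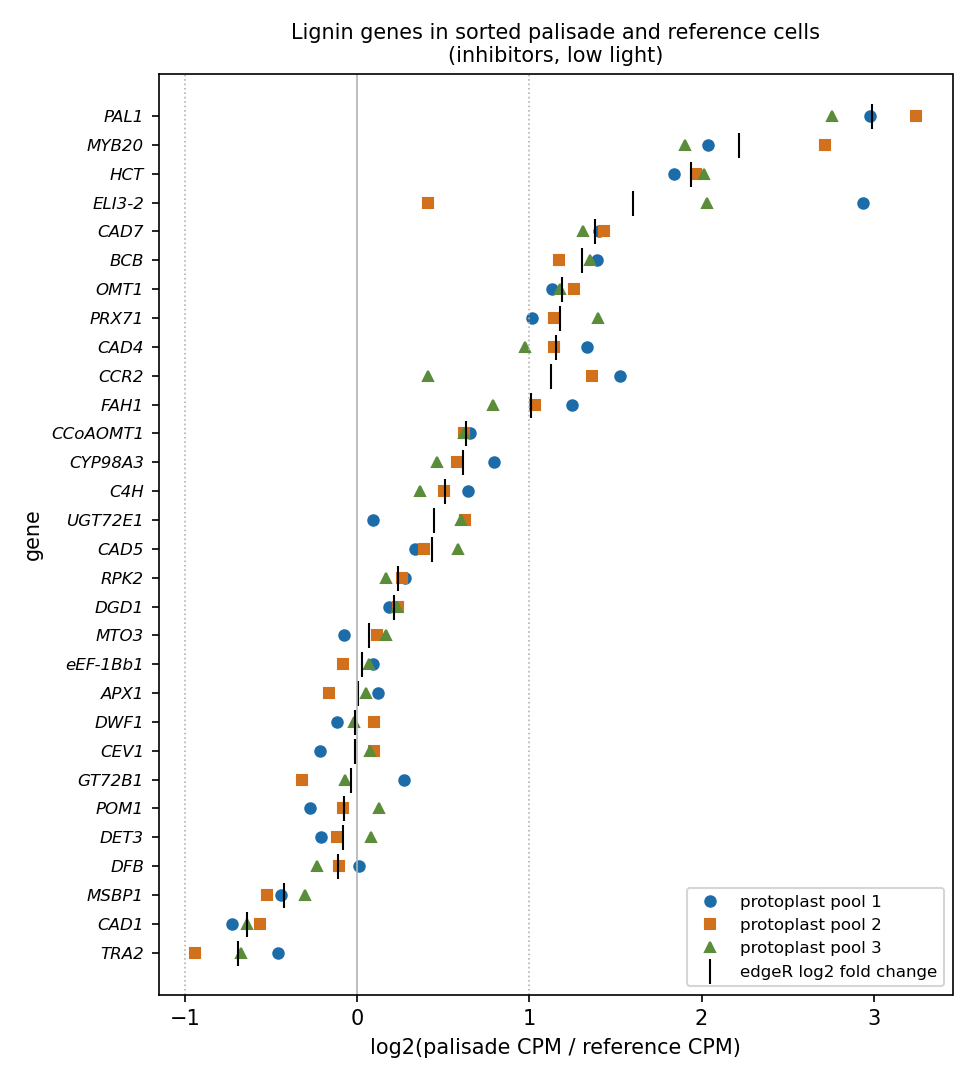
Log2 ratio of CPM in palisade to reference cells for each of 3 protoplast pools (points) and edgeR log2 fold change over the pools (upright bars), with inhibitors and at low light, for the 30 genes of lignin metabolism tested. Genes upregulated in the palisade number 11, and *PAL1* lies highest.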

Interestingly, a similar analysis of palisade upregulated genes identified from FAC sorting also suggested high activity of genes associated with lignin and flavonoid metabolism (Figure 4D). Lignin and flavonoid production both originate from precursor molecules synthesized in the phenylpropanoid biosynthetic pathway (Zhang et al., 2021). While these GO terms were not enriched in our list of palisade upregulated genes identified from scRNA-seq, several of these same genes were also found to be upregulated; for example, *CINNAMYL-ALCOHOL DEHYDROGENASE 7* (*CAD7*), *O-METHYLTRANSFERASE 1* (*OMT1*), and *HCT* (Supplemental Data Sets S1 and S37; Fraser and Chapple, 2011). As such, both data sets support high activity of the phenylpropanoid pathway within the palisade layer compared with other photosynthetic cell types.

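*CAD7* (*AT4G37980*) had 485 ± 27.1 CPM (SD, n = 3) in sorted palisade cells and 185.9 ± 3.74 CPM in reference cells, a log2 fold change of 1.38 (SE 0.07, FDR 7.83e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.36 and 1.44 with each pool left out, and was 1.35 (SE 0.08) without inhibitors and -0.07 in GFP-negative relative to GFP-positive JR11-2 cells. *OMT1* (*AT5G54160*) had 223.8 ± 11.7 CPM in palisade cells and 98.1 ± 5.71 CPM in reference cells, a log2 fold change of 1.19 (SE 0.07, FDR 1.81e-10 from the same test). The single-cell data were not analysed here. The paper holds that the sorted and the single-cell data both support a phenylpropanoid pathway more active in palisade than in other photosynthetic cells.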

The inability of scRNA-seq methods to detect as many phenylpropanoid-related transcripts in the palisade may be due to limitations with this method in detecting low abundance transcripts (Saliba et al., 2014). For example, while both scRNA-seq and FAC sorting methods were able to detect our palisade marker *IQD22* and the phenylpropanoid-related transcript *HCT*, only FAC sorting was able to identify enriched palisade expression of another phenylpropanoid gene, *PAL1*, even though we observed *PAL1* reporter expression within this tissue (Figure 1I and Supplemental Figure S8). 

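In sorted cells with inhibitors, *IQD22* had 50.4 ± 5.29 CPM (SD, n = 3) in the palisade and 12.7 ± 1.14 CPM in the reference population, a log2 fold change of 1.99 (SE 0.10, FDR 5.05e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HCT* had 119.5 ± 9.87 CPM and 31.3 ± 4.61 CPM, a log2 fold change of 1.94 (SE 0.08, FDR 6.46e-13 from the same test). *PAL1* had 44.8 ± 5.57 CPM and 5.61 ± 0.532 CPM, with a log2 fold change of 2.99 (SE 0.11, FDR 1.15e-13 from the same test). Over the fits that each left out one pool, these log2 fold changes ranged from 1.91 to 2.05, from 1.92 to 1.99 and from 2.87 to 3.12. The counts of *PAL1* in reference cells lay between 87 and 127 per library, far above the floor of 3 counts. Of the 50-base windows of *PAL1*, 1.08% also occur elsewhere in TAIR10.1.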

In the future, deeper coverage may or may not resolve this issue. Because of these limitations, we chose to use FAC sorting methods for subsequent transcriptional profiling experiments.

### Phenylpropanoid genes are induced by light in the palisade

High light is known to regulate both gene expression and palisade cell morphology (Hansen, 1917; Huang et al., 2019). Therefore, to test the effect of light specifically on the palisade layer, we performed RNA-seq of FAC sorted protoplasts from *IQD22*_pro_:*GUS-mCit* plants treated for 2 h with increased light fluence rate. This treatment did not alter the fluorescent reporter used for sorting (Supplemental Figure S9). 

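For the high light experiment, 3 further pools of *IQD22*_pro_:*GUS-mCit* plants were exposed to 300 μmol per m2 per s for 2 h in place of 50 μmol per m2 per s and prepared with inhibitors, each giving a palisade and a reference library. The low light libraries are the palisade and reference libraries with inhibitors described above. High light libraries had 15823671 to 18375963 counts on genes and a smallest detectable share of 0.163 to 0.190 CPM. Libraries of both light levels came from different pools, so that the test of high against low light within a population had no block. Variation between pools is part of its error, but a difference shared by all 3 pools of a light level cannot be told apart from light. Whether the response differed between the populations was tested over all 12 libraries as the interaction of light and cell population, with the protoplast pool as a block.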

We observed that high light had a profound effect on both palisade mesophyll and the reference cells, with over a thousand genes being upregulated or downregulated in both populations (Supplemental Data Sets S38–S41). However, like observations we made above, we saw few differences between them, further reinforcing that different mesophyll types have very similar transcriptional programs and also respond similarly to the light environment (Figure 5, A–C). 

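In palisade cells, 1501 genes were upregulated and 958 downregulated by high light, among 18600 tested. In reference cells these numbers were 1949 and 1272, among 19353. Testing against a fold-difference of 2 itself moved them most, to 658 and 194 in palisade cells and 875 and 292 in reference cells. The balance of directions depended on the scaling, with 1292 upregulated and 1261 downregulated genes in palisade cells under upper-quartile normalization, or 50.6% upregulated against 61.0% under TMM. In reference cells it moved in the same way, to 1588 downregulated genes and 52.0% upregulated against 60.5%. That scaling shifted the median log2 fold change of all genes in palisade cells by -0.11.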

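Of the 18330 genes tested for light in both populations, 1172 were upregulated in both, against 314 in palisade cells alone and 703 in reference cells alone. For downregulated genes these numbers were 662, 288 and 553. The log2 fold changes of the 3692 genes regulated in either population had r = 0.884 across genes, with a slope of 0.933, and 97.5% had the same sign. Over all genes tested in both, r was 0.831. A difference in the response between the populations was found for 1112 of 20057 genes tested, of which 185 differed more than 2-fold. This number rested on comparing both populations within each pool. Libraries of one high light pool deviated from their group means with a mean r of 0.220 across genes, and without the pool 9 genes differed, with 1517 at an unadjusted p below 0.05. The response had the same sign in both populations for 869 of the 1112 genes and was larger in the reference cells for 620 of these. Of 243 genes with opposite signs, 1 had an FDR below 0.05 in each population. Among the 1858 genes tested in both populations and regulated in only 1 of them, 395 (21.3%) had a response that differed between the populations. From the similarity of both responses, the paper reasons that mesophyll types have much the same transcriptional programs and react alike to light.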

Interestingly, we also observed that many palisade-enriched genes identified via FAC sorting were regulated by high light, including phenylpropanoid pathway genes associated with GO terms related to lignin and flavonoid metabolism (Figure 5, D and E and Supplemental Figure S9E). This is consistent with the observation that ultraviolet (UV) light induces phenylpropanoid pathway activity (Dixon and Paiva, 1995; Demkura and Ballaré, 2012). 

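Of the 403 genes upregulated in sorted palisade cells, 151 (37.5%) were regulated by high light in these cells, against 12.4% of the other genes tested (odds ratio 4.22, Fisher's exact test, two-sided, p = 2.30e-36). These comprised 112 genes upregulated and 39 downregulated by high light. With the pool removed from the first comparison and the replicate number added to the second, they numbered 121 of 326 (37.1%). Both comparisons use the low light palisade libraries. With the palisade genes taken from the libraries without inhibitors, 151 of 393 (38.4%) were regulated, with an odds ratio of 4.31. The axis of Figure 5E names 32 genes of lignin metabolism, of which 31 could be given an identifier and 30 could be tested. High light regulated 13 of these 30 in palisade cells, 10 upward and 3 downward, whether the FDR was adjusted over all genes or over the list alone (odds ratio 5.04, Fisher's exact test, two-sided, p = 4.86e-05), and 13 with the replicate number as a block. *CAD1* was read as *AT1G72680*, the gene of that symbol in TAIR10.1, and without it 12 of 29 were regulated. Among the 11 lignin genes upregulated in the palisade, 6 were upregulated and 1, *HCT*, downregulated by high light. In reference cells, 14 of the 30 were regulated, 11 of them also in palisade cells, and the log2 fold changes in both populations had r = 0.946 across these genes. The response differed between the populations for 7 genes. In palisade cells, *BCB*, *ELI3-2*, *HCT*, *OMT1*, *PRX71* and *UGT72E1* had the lower log2 fold change and *CAD1* the higher.

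**Figure D2:**
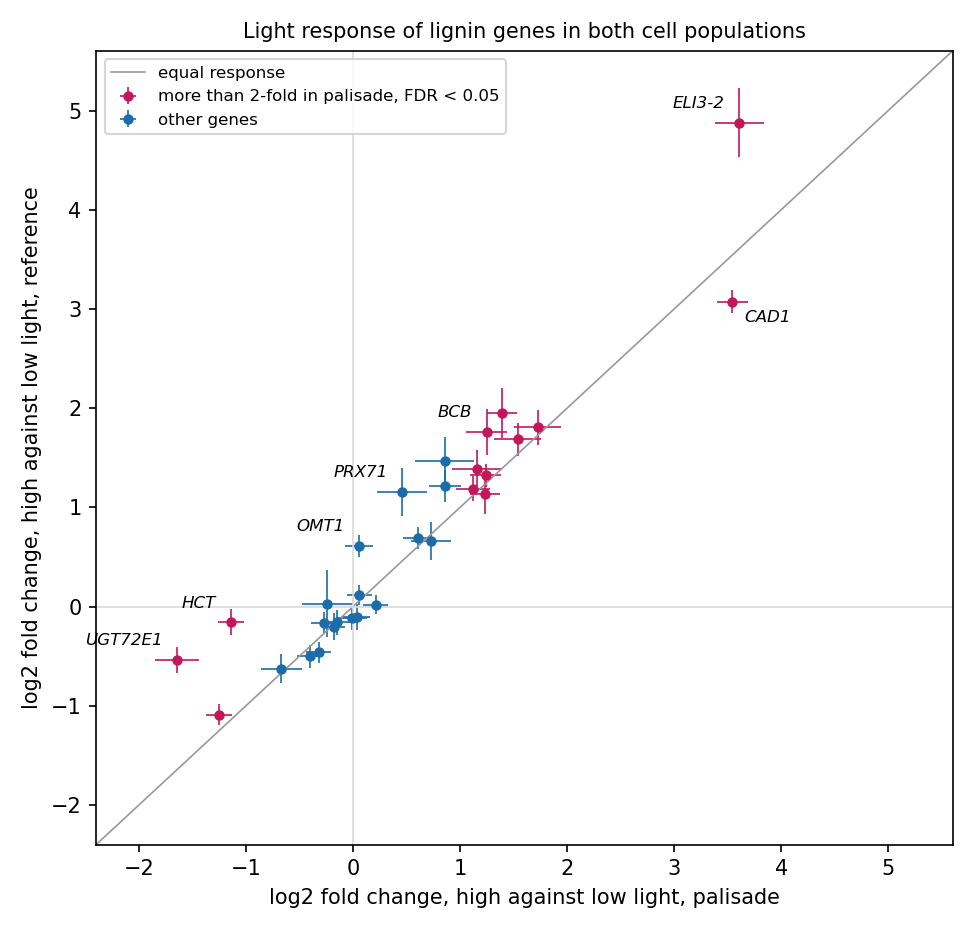
Log2 fold change in high against low light in palisade cells (horizontal axis) and in reference cells (vertical axis) for the 30 genes, with bars for 1 SE. Genes regulated in palisade cells, 13 in number, are in magenta and the others in blue, the line marks equal responses, and the labelled genes are the 7 whose response differed between the populations.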

The genes induced by high light included *PAL1*, which was predicted to be upregulated ∼2.6-fold in the palisade cells following the 2 h high light treatment. 

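*PAL1* had 107.6 ± 12.9 CPM (SD, n = 3) in palisade cells after high light and 41.1 ± 5.53 CPM at low light, a 2.62-fold rise, with a log2 fold change of 1.39 (SE 0.14, FDR 1.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.26 and 1.46 with each library left out in turn. In reference cells the log2 fold change of *PAL1* was 1.95 (SE 0.25), and the difference between the populations, -0.53, had an FDR of 0.0682 from edgeR's quasi-likelihood test of the interaction.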

While we were unable to verify this increase in expression with transgenic *PAL1*_pro_:*GUS-mCit* reporter plants due to the qualitative nature of our imaging assay and variation among T1 plants, we did observe a shift in expression from the palisade to the abaxial epidermis following a longer 12-h high light treatment (Figure 5F). This was in addition to the vascular and adaxial epidermal expression we reported above. This greater expression in the abaxial epidermis under prolonged high light may correlate with flavonoid pigment production (Lois, 1994; Hughes and Smith, 2007; Huang et al., 2010), and further supports the conclusion that phenylpropanoid genes are dynamically regulated by light. Because of this observation, as well as the observation that a number of phenylpropanoid genes had palisade-enriched expression under our low light conditions, we further investigated the role of this pathway in the palisade.

**Figure 5:**
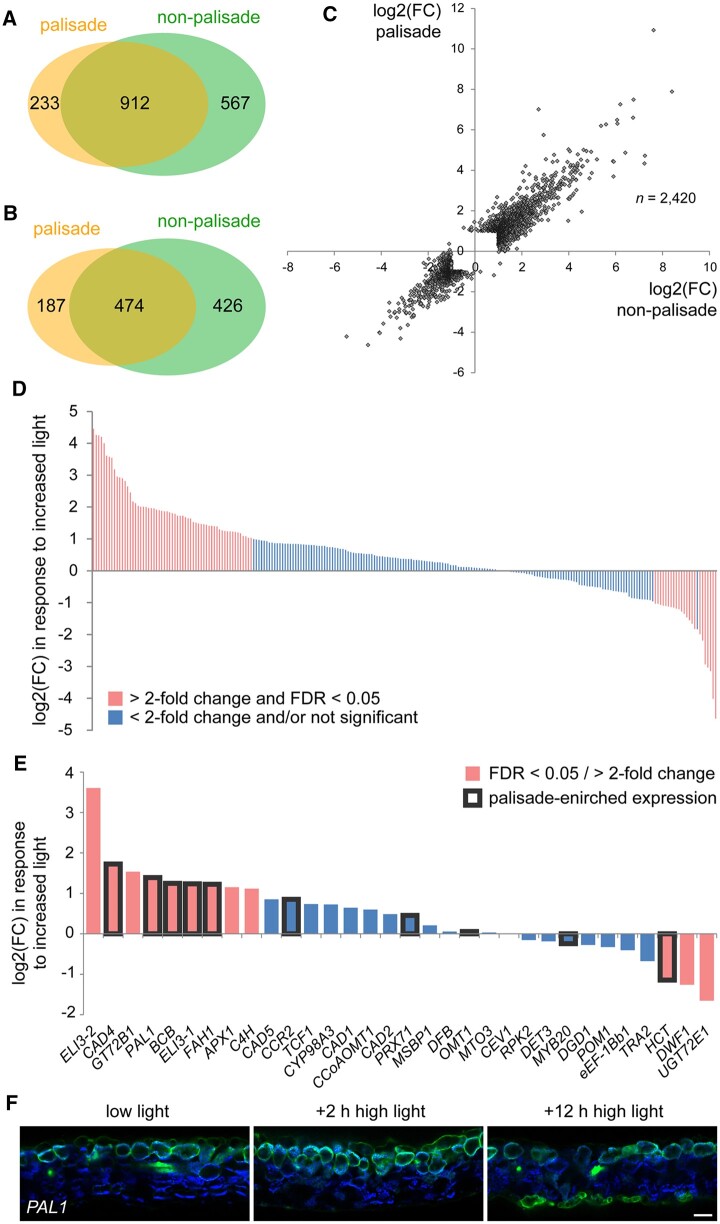
Effect of high light on gene expression in the palisade mesophyll. A and B, A comparison of the genes induced (A) and repressed (B) by high light in FAC sorted palisade cells compared with the photosynthetic reference cell population (FDR < 0.05 and fold change (FC) > 2). *IQD22*_pro_:*GUS-mCit* plants were grown for 17 days at 50 μmol m^−2^ s^−1^. High light treated plants were then moved to 300 μmol m^−2^ s^−1^ for 2 h prior to protoplasting. The two cell populations have a high degree of overlap in the genes that are regulated (*P* < 0.005, hypergeometric test). C, A comparison of the FC in gene expression in response to high light for all genes identified as differentially regulated by light in either the palisade or reference cell population. Note that most genes are regulated to a similar degree in the two populations. D, FC in expression when responding to the high light stimulus for genes identified as upregulated in the palisade mesophyll by FAC sorting (bars on *x*-axis). Genes significantly regulated by light (FDR < 0.05) with FC > 2 are indicated. E, The high light response of genes associated with GO term “lignin biosynthetic process” (GO:0009809) detected in our RNA-seq experiment in the FAC-sorted palisade mesophyll cells. Genes also identified as upregulated in the palisade are boxed in black. F, Representative fluorescence images of first true leaf cross-sections of T1 plants carrying a *PAL1*_pro_:*GUS-mCit* reporter (green). Plants were grown at 50 μmol m^−2^ s^−1^ (low light) for 17 days then shifted to 300 μmol m^−2^ s^−1^ (high light) for 2 or 12 h prior to imaging (*n* = 6 T1 plants each condition). Images were taken at the same exposure. Note a shift in reporter expression to the abaxial epidermis after 12-h high light. Chlorophyll autofluorescence, blue. Scale bar: 50 μm. Adaxial is up.

### Phenylpropanoid gene expression in the palisade is required for sinapoylmalate production

To better understand the role of phenylpropanoid biosynthesis in palisade tissue, we took advantage of mutant plants carrying a lesion in the *FAH1* gene, which encodes ferulate-5-hydroxylase (Chapple et al., 1992; Meyer et al., 1996). Mutations in *FAH1* result in a reduction in two end products of the phenylpropanoid pathway: (1) sinapic acid-derived syringyl lignin (S lignin), and (2) sinapate esters, including sinapoylmalate in leaves (Chapple et al., 1992). Importantly, sinapoylmalate functions as a UV-B light absorbant and protectant, and *fah1* mutants are sensitive to increased UV (Landry et al., 1995). When visualized under UV light, the leaves of *fah1* mutants fluoresce red due to increased absorbance of UV light by chlorophyll pigments (Chapple et al., 1992).

In our FAC sorting studies, we observed that *FAH1* had increased expression in palisade cells relative to other photosynthetic cell types, similar to other phenylpropanoid pathway genes (Figure 6A). 

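*FAH1* had 34.8 ± 6.08 CPM (SD, n = 3) in palisade cells and 17.6 ± 5.59 CPM in reference cells, with inhibitors and at low light, and was higher in palisade cells in all 3 pools. Its log2 fold change of 1.01 (SE 0.10, FDR 2.07e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lay at the 2-fold limit. It was 0.99 when the genes tested were those with at least 10 counts in every library, 0.99 without the pool in the model, and between 0.91 and 1.15 with each pool left out. It did not pass the TREAT test, which asks for a fold-difference significantly above 2. Without inhibitors the log2 fold change of *FAH1* was 0.87 (SE 0.09), and in JR11-2 it was 0.53 (SE 0.07).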

Leaves of *fah1* mutants in our conditions also exhibited the previously reported red fluorescent phenotype under UV light (Figure 6B). We further observed a reduction in red fluorescence when plants were grown under high light, likely due to greater sinapoylmalate production as a result of higher expression of other genes in the pathway under this condition (Figure 6C). This is consistent with our RNA-seq results suggesting higher activity of the phenylpropanoid pathway in high light (Figure 5E and Supplemental Figure S9E).

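In sorted palisade cells, *FAH1* had 74.8 ± 6.22 CPM (SD, n = 3) after 2 h of high light and 31.8 ± 5.26 CPM at low light, a log2 fold change of 1.23 (SE 0.14, FDR 3.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.14 (SE 0.20) in reference cells, and 0.92 there without the first low light replicate. Pathway genes did not all rise. *ELI3-2* (*AT4G37990*) had the largest rise among the lignin genes tested, with a log2 fold change of 3.61 (SE 0.23). *CAD4* (*AT3G19450*) and *C4H* (*AT2G30490*) rose by 1.72 (SE 0.22) and 1.12 (SE 0.16) on the log2 scale, and *C4H* by 0.95 without the third low light replicate. *HCT* fell by 1.14 (SE 0.12) in palisade cells and by 0.16 (SE 0.13) in reference cells, a difference of -1.02 with an FDR of 4.52e-07 from edgeR's quasi-likelihood test of the interaction. *DWF1* (*AT3G19820*) and *UGT72E1* (*AT3G50740*) fell by 1.25 (SE 0.12) and 1.65 (SE 0.21).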

**Figure 6:**
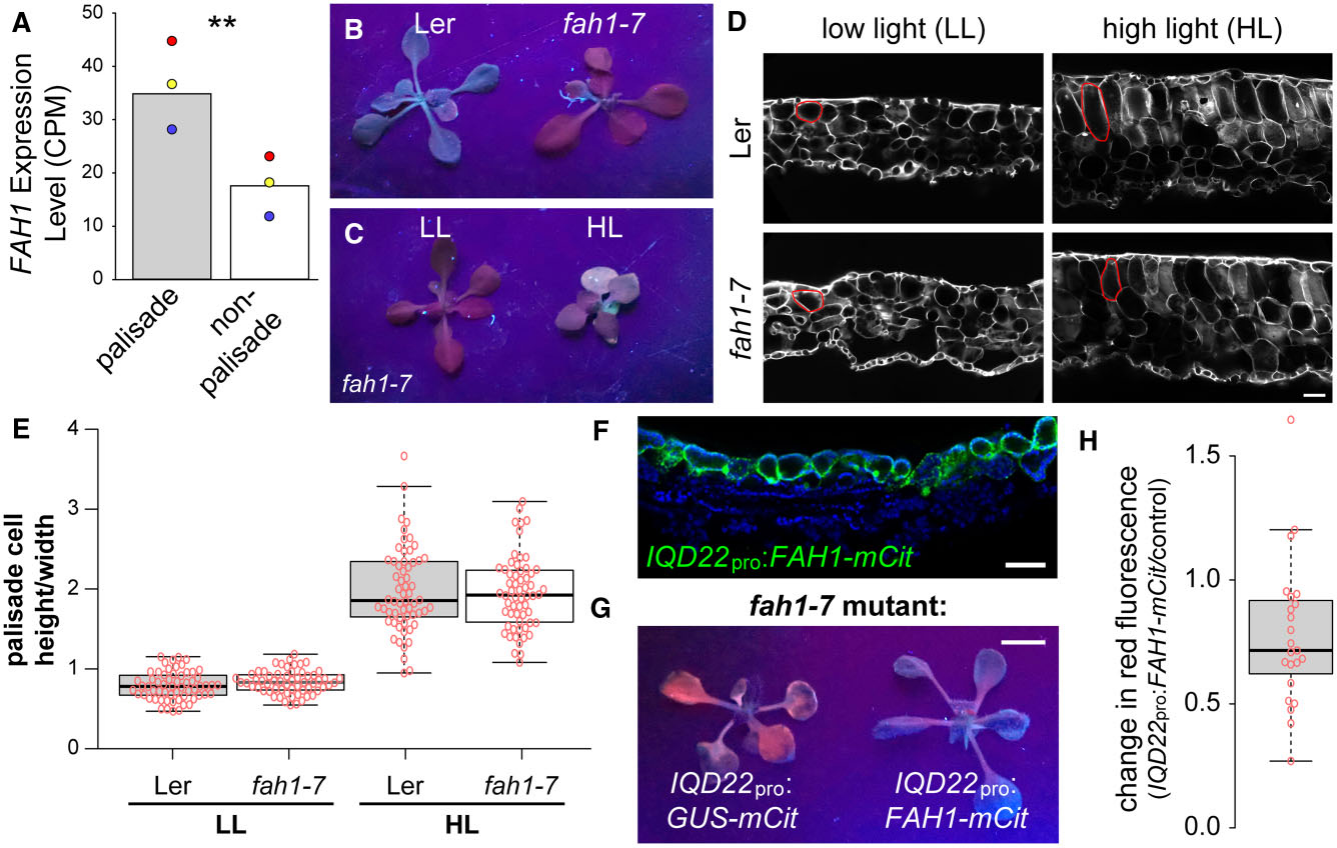
*FAH1* expression in the palisade is required for sinapoylmalate accumulation. A, *FAH1* gene expression by counts per million (CPM) in FAC sorted palisade mesophyll and photosynthetic reference cell populations. Colored dots indicate values from the three paired replicates. B, Red fluorescent phenotype when viewed under UV light of *fah1-7* mutants compared with Landsberg *erecta* (Ler) control plants grown for 17 days at 50 μmol m^−2^ s^−1^. C, Red fluorescent phenotype under UV light of *fah1-7* mutants grown for 17 days at 50 μmol m^−2^ s^−1^ (low light grown, LL), or 7 days 50 μmol m^−2^ s^−1^ followed by 10 days at 300 μmol m^−2^ s^−1^ (high light grown, HL). D, Representative images of calcofluor white-stained first true leaf cross-sections of LL- and HL-grown *fah1-7* mutant and control plants. Example palisade cells are outlined in red. E, Palisade mesophyll cell height to width ratio from the first leaf pair of plants grown as in (C) and (D). F, Representative fluorescence image of a leaf cross-section from a 17-day-old T1 plant carrying a *IQD22*_pro_:*FAH1-mCit* transgene (*n* = 6). FAH1-mCit, green; chlorophyll autofluorescence, blue. G and H, Representative image (G) and quantification (H) of the relative change in red fluorescence of T1 generation 17-day-old LL-grown *fah1-7* mutant plants carrying transgenes driving either *FAH1-mCit* or a control cDNA (*GUS-mCit*) under the *IQD22* promoter. *P* = 0.006, paired *t* test. Scale bar (G): 5 mm. In (D) and (F), scale bars: 50 μm; adaxial is up. In (E) and (H), boxes indicate 25th and 75th percentiles, horizontal lines the median. Tukey whiskers are shown.

To test the role of phenylpropanoid biosynthesis in the palisade, we first examined if changes in palisade shape in response to high light are altered in *fah1* mutants. However, we found no defect in the cell height to width ratio under both low and high light conditions (Figure 6, D and E). This suggests that neither sinapoylmalate nor the secondary cell wall component S lignin are required for palisade cell shape changes.

Alternatively, phenylpropanoid biosynthesis in the palisade may be important for sinapoylmalate accumulation. Interestingly, the abaxial surface of Arabidopsis wild-type leaves exhibits greater red fluorescence under UV light, suggesting that sinapoylmalate accumulates to greater levels on the adaxial side (Ruegger et al., 1999). While adaxial accumulation of sinapoylmalate in Arabidopsis has generally been assumed to be within the epidermis (Ruegger et al., 1999), in other species ∼50% of UV-B absorbing compounds in the leaf have been found in mesophyll (Day et al., 1996).

Here, we find that restoring *FAH1* activity specifically to palisade cells of *fah1* mutants by driving expression of the cDNA under the *IQD22* promoter (Figure 6F) rescued the defective red fluorescent phenotype under UV light (Figure 6, G and H). In addition, we found that leaf optical properties are consistent with adaxial sinapoylmalate production. Specifically, compared with wild-type control plants, the leaves of *fah1* mutants have decreased UV light absorptance and increased transmittance (Figure 7, A–C). These defects were specific for UV light; for example, *fah1* mutants displayed minimal differences to wild-type plants in blue wavelengths (Figure 7, D–F). Importantly, less UV light reflectance was also observed on the adaxial surface compared with the abaxial side of both wild-type and mutant plants (Figure 7A), suggesting higher sinapoylmalate levels on the adaxial side. However, a similar observation was seen for blue light (Figure 7D), and, as such, we cannot rule out that other properties of the leaf contribute to this observation. Despite this, our collective results suggest that *FAH1* activity in the palisade is required for adaxial production of sinapoylmalate.

**Figure 7:**
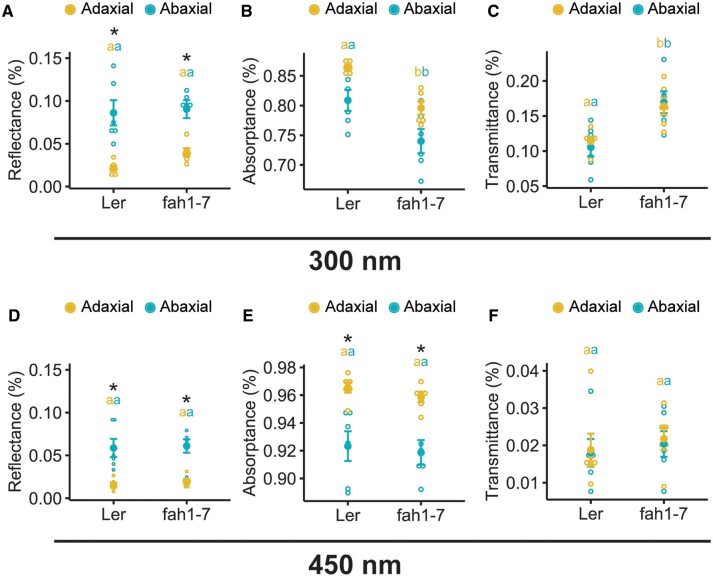
Leaf optical properties are consistent with higher sinapoylmalate production on the adaxial side. Reflectance (A, D), absorptance (B, E), and transmittance (C, F) of first true leaves of 17-day-old Arabidopsis plants under adaxial (yellow) and abaxial (blue) illumination with UV-B light at 300 nm (A–C) or blue light at 450 nm (D–F). *n* = 6 leaves per genotype, indicated by open circles; mean ± sem indicated by filled circles and error bars. Genotypes with different lowercase letters have statistically significant differences (*P* ≤ 0.05, nested ANOVA and Tukey’s HSD test). Asterisks indicate significant (*P* < 0.05) differences in leaf optical properties when illuminated on the adaxial compared with the abaxial leaf surface.

## Discussion

Despite the undisputed importance of palisade mesophyll for optimal leaf performance in many plants, we know surprisingly little about the unique molecular signature of these cells. To this end, we leveraged the power of cell-specific transcriptional profiling using both FAC sorting and scRNA-seq, and identified a previously unappreciated role for the phenylpropanoid pathway in the palisade for production of the UV protectant sinapoylmalate. Our results do not rule out additional production of sinapoylmalate in the adaxial epidermis, where phenylpropanoid gene reporters are also weakly expressed (Figure 1I), and we cannot exclude *FAH1* expression in additional cell types to the palisade in younger leaf tissue in our complementation experiment driven by the *IQD22* promoter (Figure 6, G and H and Supplemental Figure S1F). Interestingly, our observation that at least one gene in the phenylpropanoid pathway, *PAL1*, shifts its expression domain toward the abaxial epidermis under prolonged high intensity light (Figure 5F) suggests that different cell types may have more prominent roles to play in sinapoylmalate and flavonoid pigment production depending on the light environment in which the plants are growing (Hughes and Smith, 2007). Some phenylpropanoid pathway gene expression may be driven by the gradient of light down the leaf. However, stronger *PAL1* and *HCT* reporter activity in the palisade relative to the adaxial epidermis—where incident light is highest—suggests some interaction with cell identity or state (Supplemental Figure S3, F and G).

scRNA-seq is a powerful tool for the characterization of all cell types simultaneously in a given organ. A challenge, however, is to translate clusters of transcriptionally unique cells identified through bioinformatic analyses into verified biological cell identity or transcriptional state. Here, we used biased and unbiased approaches to assign cell types to our scRNA-seq atlas of Arabidopsis leaf protoplasts. Using these methods, we identified upwards of ten different cell types in the mature leaf. In actuality, this number is likely higher, as we did not completely resolve all vascular cell types (see, e.g. Kim et al., 2021) and did not detect or resolve trichome cells. Regardless, this number of cell types is not that dissimilar from some animal organs with their own dedicated functions; for example, the human liver has only around five major cell types, while the kidney contains 20–30 (Quaggin and Phimister, 2016; Trefts et al., 2017). As scRNA-seq technology expands to cover additional vascular plant species, it will be interesting to see just how many leaf cell types identified through transcriptional profiling will be conserved or novel to particular plant clades. For example, in addition to different modes of photosynthesis (Yamori et al., 2013), some plants have evolved novel leaf functions and cell types of which we understand little at the transcriptional level. This includes glandular trichomes for the secretion of biochemicals to protect from herbivores (Huchelmann et al., 2017), hydrenchyma tissue for water storage in succulents (Griffiths and Males, 2017), and mechanosensory leaf structures that sense insect prey in plant carnivores (Lloyd, 1942).

We found similar although not completely overlapping sets of genes with palisade-enriched expression using FAC sorting or scRNA-seq. This may reflect differences in our filtering and analysis methods between the two approaches, differences in the reference photosynthetic cell populations used, the presence of contaminating cells in our FAC-sorted populations, or limitations with scRNA-seq methods, particularly in the identification of low abundance transcripts (Saliba et al., 2014). Of note, we were unable to conclusively identify the palisade cells in our scRNA-seq UMAP plot without taking advantage of the presence of the *IQD22*_pro_:*GUS-mCit* reporter transcript in the background, which provided a molecular handle on the cells. Similarly, other scRNA-seq studies of the Arabidopsis leaf have to date been unable to differentiate the palisade cell population from other mesophyll cells (Liu et al., 2020; Kim et al., 2021; Lopez-Anido et al., 2021). Finally, we also identified a greater number of phenylpropanoid-related genes as being more highly expressed in the palisade relative to other photosynthetic cell types using RNA-seq of bulk FAC sorted cells, perhaps due to the low expression of some of these genes (Supplemental Figure S8). These findings show the limitations of scRNA-seq methods, particularly for cell types that are poorly characterized, share transcriptional similarity to other cell types and/or for which few marker genes exist in the literature. Indeed, caution must be taken when interpreting bioinformatic analyses using scRNA-seq that may include mixed cell populations. In such cases, traditional FAC sorting methods may be more informative, provided a robust and specific fluorescent marker for the cell type of interest is available. Nevertheless, in our hands, both FAC sorting and scRNA-seq methods identified some common genes encoding components of the phenylpropanoid pathway and demonstrate the utility of different approaches to query specific cell types.

One surprising finding was the lack of readily identifiable palisade markers, and instead a diversity of gene expression patterns in the leaf mesophyll. For example, promoter elements from *SQE6*, *PAL1* and *XTH6* all drove expression in the palisade; however, each had additional expression in nonoverlapping sets of other leaf cell types (Figure 1, F–I). This diversity suggests that few genes with strict palisade-specific expression may exist. This observation, coupled with the high degree of similarity we have likely observed between mesophyll types, may have affected our and others’ ability to easily resolve a palisade-specific cluster using scRNA-seq.

Finally, our data describe resources and novel gene promoter elements for those interested in probing palisade cell biology and other leaf cell types. Future work will be necessary to elucidate how photochemistry of the palisade differs, what molecular factors are necessary for regulating and altering palisade cell shape, and ultimately how palisade shape and chemistry interact with other cells to optimize photosynthesis and leaf performance across diverse environments. Our finding here that the palisade layer likely plays a role in protecting the leaf from photooxidative UV damage by increased sinapoylmalate production highlights the utility of unbiased transcriptional profiling experiments like ours to uncover novel aspects of mesophyll biology.

## Materials and methods

### Plant materials and growth conditions

Arabidopsis strains used were Columbia-0 (Col-0), Ler, UCR6 (Geisler et al., 2002), JR11-2 (Gardner et al., 2009), and *fah1-7* (Meyer et al., 1996). For FAC sorting, JR11-2 was introgressed into the Col-0 background eight times. Seeds were sterilized, stratified, germinated, and grown in constant white light (50 μmol m^−2^ s^−1^ unless otherwise indicated; Cool White fluorescent bulbs) on 0.7% agar with 0.5× Linsmaier and Skoog salts and vitamins, on reflective aluminum foil, at 22°C.

### Identification of the UCR6 enhancer trap insertion site

iPCR was used to map the insertion site of the *DsE* enhancer trap transposable element in the UCR6 line using previously described methods (Sundaresan et al., 1995; Geisler et al., 2002). The *DsE* element includes the *GUS* reporter gene fused to a *35S* minimal promoter of CaMV, as well as the *NPTII* gene conferring kanamycin resistance. Briefly, gDNA extracted from UCR6 plants was digested with restriction enzyme (RE) BfaI. The digested product was purified and circularized using T4 DNA ligase, which then served as a template for PCR with primers Ds5O and Ds5I (see Sundaresan et al., 1995; all primer sequences are also shown in Supplemental Data Set S42). This reaction generated a single product of ∼1 kb. Sanger sequencing of the PCR product was used to identify the insertion site of the *GUS* transposable element at position −706 relative to the ATG start site of the *IQD22* gene. This was verified on the other side of the *DsE* element by PCR amplification from UCR6 gDNA template with primers that annealed in the *GUS* and *IQD22* coding sequences (primers CP0190 and CP0194, respectively). On this side, the *GUS*-coding element was inserted at position −715 relative to the *IQD22* start site. To verify that this genomic region was capable of driving palisade-specific expression, we made reporter construct pCP13.11 to replicate the genomic context of the UCR6 *GUS* insertion (see Supplemental Figure S1A). This construct was made using a multistep process:

Regions spanning the *DsE* insertion site were cloned into pBluescript KS(+) (pBS) to create plasmids pCP12.44 and pCP12.45. First, ∼4 kb was PCR amplified using primers CP0241 and CP0244 from Col-0 gDNA template, and ligated into pBS at ApaI/SacI RE sites. These primers inserted into the *IQD22* promoter sequence an additional 3 bp, generating an ApaI site to facilitate the cloning process. Sanger sequencing of the insert revealed a number of differences between the cloned amplicon and the published TAIR10 sequence; however, direct Sanger sequencing of PCR products from our Col-0 gDNA template showed these same base differences in our wild-type Col-0 strain. Next, we inserted into this plasmid a ∼2 kb PCR product amplified from Col-0 gDNA using primers CP0239 and CP0240 at KpnI/ApaI sites. Finally, we inserted one of two PCR fragments amplified from Col-0 gDNA template: (1) a ∼1.5 kb fragment generated using primers CP0245 and CP0246 at a single SacI site to create plasmid pCP12.44 or (2) a ∼1 kb fragment generated using primers CP0237 and CP0238 at the single KpnI site to create plasmid pCP12.45. The orientation of these inserts was confirmed by RE digest and Sanger sequencing.

From this, we generated Gateway vectors (Invitrogen) including enhancer regions 5′ and 3′ of the UCR6 *DsE GUS* insertion site, and which also included either the *35S(−45)* minimal promoter or *Nos* terminator (*NosT*) sequences, respectively. The *35S(−45)* minimal promoter was amplified using primers CP0273 and CP0274 and inserted into pBS at NgoMIV/KpnI RE sites. The 5′ flanking region of the UCR6 *DsE* insertion site was then PCR amplified from pCP12.44 plasmid template using primers CP0296 and CP0298 and inserted at BamHI/SacII RE sites. From this, a 5′ UCR6 enhancer-*35S(−45)* fragment was then amplified using primers CP0299 and CP0300, and recombined with Gateway vector pDONR P4-P1R to create plasmid pCP12.52. Similarly, for the enhancer region 3′ of the GUS insertion site, we first amplified the *NosT* sequence using primers CP0216 and CP0217 from Gateway plasmid pK7m34GW template, and inserted this into pBS at BamHI/SpeI RE sites. The 3′ region of the UCR6 *DsE* insertion site was PCR amplified from pCP12.45 using primers CP0290 and CP0291 and inserted at BamHI/XmaI sites. From this, a *NosT*-3′ UCR6 enhancer fragment was then amplified using primers CP0301 and CP0302 and recombined with Gateway vector pDONR P2R-P3 to create plasmid pCP12.51. The sequences of both pCP12.52 and pCP12.51 were verified by Sanger sequencing.

Finally, to create reporter construct pCP13.11, we recombined pCP12.51, pCP12.52, and pDONR221 carrying *mCit* with Gateway destination vector pK7m34GW.

### Generation of *IQD22*_pro_:*GUS-mCit* reporter plants

Approximately 3.5 kb of *IQD22* promoter sequence was PCR amplified from plasmid pCP12.44 template using primers CP0293 and CP0218, and recombined with Gateway vector pDONR P4-P1R to create plasmid pCP12.46. Clones were verified using Sanger sequencing. To create *IQD22*_pro_:*GUS-mCit* reporter construct pCP13.42 (Supplemental Figure S1A), pCP13.41 was recombined with pDONR221 carrying *GUS* (Procko et al., 2016), pDONR P2R-P3 carrying *mCit* (Jaillais et al., 2011) and the destination vector pK7m34GW. Col-0 plants were dipped with Agrobacterium strain GV3101 carrying pCP13.42, and T2 and T3 seeds tested for single insertion, homozygous segregation patterns. A representative line with strong expression (line #3) was chosen for all subsequent analyses.

### Generation of marker gene transcriptional reporters

Approximately 1.5–2 kb promoter fragments of marker genes identified from FAC sorting and scRNA-seq were PCR amplified using high-fidelity Phusion enzyme (New England BioLabs, Ipswich, Massachusetts, USA) and recombined with Gateway plasmid pDONR P4-P1R. See Supplemental Data Set S42 for primer sequences. Amplification of the correct promoter elements was verified by RE digests and Sanger sequencing with M13F(-21) and M13R primers. Due to the number of sequences being cloned, the promoter fragments were not completely sequenced, and PCR-induced errors in some constructs or variation from the TAIR10 sequence due to differences in our Col-0 strain (e.g. see above) may exist. The plasmids carrying the promoter elements were then recombined with pDONR 221 carrying *GUS*, pDONR P2R-P3 carrying *mCit*, and the destination vector pK7m34GW. Col-0 plants were dipped with Agrobacteria carrying the various reporter constructs. Kanamycin-resistant T1 plants growing on medium containing 50 μg/mL kanamycin were imaged.

### Cloning of additional constructs

To create the *UAS*:*GUS* reporter shown in Supplemental Figure S2F, a pDONR P4-P1R plasmid carrying 5x *UAS* sequences was recombined with pDONR221 carrying *GUS* (Procko et al., 2016), a pDONR-P2RP3 plasmid carrying a coding sequence for a 6xHis-3xFlag tag, and destination vector pB7m34GW. To generate the *IQD22*_pro_:*FAH1-mCit* construct shown in Figure 6, the *FAH1* coding sequence was amplified from Col-0 cDNA template using primers CP1550 and CP1551, and recombined with pDONR221. This was then recombined with pCP12.46, pDONR P2R-P3 carrying *mCit*, and destination vector pK7m34GW to generate plasmid pCP20.124.

### Leaf protoplasting, FAC sorting, and RNA extraction

Protoplasts from the first pair of true leaves were generated using previously described methods (Bargmann and Birnbaum, 2010). Leaves were cut into pieces and placed into protoplasting solution (1.25% w/v Cellulase [Yakult, Tokyo, Japan], 0.3% w/v Macerozyme [Yakult, Tokyo, Japan], 0.4 M D-mannitol, 20 mM MES, 20 mM KCl, 10 mM CaCl_2_, pH 5.7) with gentle agitation for 2 h in a light chamber at 22°C. Each replicate consisted of protoplasts generated from ∼60 leaves. For most experiments, transcription inhibitors actinomycin D and cordycepin were also added to the protoplasting solution at 33 and 100 mg/L, respectively (Leonhardt et al., 2004). The material was then run through a 40 μm cell strainer and the protoplasts pelleted at 500 g for 10 min at 4°C. The protoplast pellet was resuspended in 1 mL ice-cold protoplasting solution without Cellulase and Macerozyme. Protoplasts were immediately sorted. For scRNA-seq, the same method was used, except that RNase inhibitors were added to the protoplasting solution (RNaseOut and SUPERase-In, each at 1:1,000 [Invitrogen]). The protoplast pellet after straining was then washed twice with 0.4 M d-mannitol, 20 mM MES, 20 mM KCl, 33 mg/L actinomycin D, 100 mg/L cordycepin, 1:1,000 RNaseOut, 1:1,000 SUPERase-In, 0.1% BSA, pH 5.7. The first wash also contained 10 mM CaCl_2_. Following the final wash step, the protoplasts were resuspended and collected on a 10 µm strainer (CellTrics 10 µm, sterile [Sysmex]) to allow small debris to flow through. Protoplasts were subsequently washed from the strainer using protoplast buffer and used as input for Single Cell 3′ Gene Expression v3 (10× Genomics) according to the manufacturer’s protocol with the exception that greater than 16,000 protoplasts were used as input. The scRNA-seq library was sequenced on a NovaSeq 6000 (Illumina).

For FAC sorting, mCit+ and GFP+ protoplasts were sorted using the following gating strategy: cells were gated first using forward and side scatter pulse area parameters (FSC-A and SSC-A), aggregates were then excluded using pulse width (FSC-W and SSC-W) before finally gating populations of interest based on red autofluorescence and mCit/GFP fluorescence compared with nontransgenic Col-0 leaf and root protoplast controls. A BD Influx sorter was used, with 1× PBS for sheath fluid, a 100-μm nozzle, and sheath pressure 16.5 PSI. The 1.5-drop Purity sort mode was used. A total of 100,000 protoplasts were sorted into 1.5 mL tubes containing 500 μL Trizol-LS (Thermo Fisher Scientific, Waltham, Massachusetts, USA). Multiple tubes were collected for each sample, with the total number of protoplasts per sample ranging from 200 to 1,100 K. RNA was then extracted using previously described methods (Mertens et al., 2015). Briefly, H_2_O was added to each tube to increase the volume to 750 μL. To this, 250 μL Trizol-LS was added and the tubes gently shaken for 5 min before adding 200 μL chloroform. Tubes were shaken for 5 s, stood for 5 min, and then spun at 12 K rpm using an Eppendorf 5417R refrigerated centrifuge with standard 30-tube capacity fixed-angle rotor for 15 min at 4°C. The aqueous phase was moved to a fresh tube, and 1 μL GlycoBlue (Invitrogen, Waltham, Massachusetts, USA) and 1 mL isopropanol added, mixed, and allowed to stand for 10 min. The RNA was then pelleted at 12 K rpm for 10 min at 4°C. Multiple tubes of the same sample type were pooled at this stage. The RNA pellet was washed with ethanol before air drying and resuspending in 22 μL H_2_O. To this, TURBO DNase was added and inactivated per the manufacturer’s instructions (Invitrogen). Stranded mRNA-seq libraries were prepared using an Illumina TruSeq stranded mRNA library preparation kit according to the manufacturer’s instructions. Libraries were then quantified, pooled, and sequenced at single-end 50-bp reads using the Illumina HiSeq 2500 platform at the Salk Next-Generation Sequencing Core. Raw sequencing data were demultiplexed and converted into FASTQ files using CASAVA (version 1.8.2). Libraries were sequenced at an average depth of 23.7 million reads. All FAC-sorted samples were collected in triplicate.

### Imaging

GUS staining was performed using standard protocols and imaged on a Leica MZ FLIII stereo microscope. Fluorescence images were taken with a Zeiss LSM 710 confocal microscope (mCit: 514 nm excitation, 520–540 nm emission; chlorophyll: 633 nm excitation, 650–720 nm emission; Calcofluor white: 405 nm excitation, 410–520 nm emission). For leaf cross-sections for fluorescence imaging, fresh leaf tissue was embedded in 2% low-melting-temperature agarose for ∼1 h in the dark, and cuts were made along the meso-lateral axis at approximately the middle of the leaf blade. For Calcofluor white staining, cross-sections were placed into 0.1% w/v staining solution, washed with water and imaged. To determine palisade shape, cell height and width were measured using ImageJ from leaf cross section images stained with Calcofluor white or imaged for chlorophyll autofluorescence. In Figure 6E, 12 leaves of each genotype in each condition were sectioned, and 5 palisade cells from each section scored (*n* = 60 cells total for each treatment).

### Leaf red fluorescence under UV light

Seedlings were irradiated with a UVL-56 Blak-ray lamp (Ultra-violet Products, Inc., Cambridge, UK). Images were processed in Photoshop (Adobe). For quantification in Figure 6H, kanamycin-resistant T1 plants growing on 50 μg/mL kanamycin were scored. Because the red fluorescence quickly faded under UV light, an experimental plant was always photographed alongside a control and the red intensity within a 1 mm^2^ region of a first true leaf from each plant recorded using Photoshop and the ratio determined. Plants where the first true leaves were too small to fit a 1 mm^2^ square were not analyzed.

### Leaf optical property measurements

First true leaves were illuminated adaxially and abaxially by a 50W xenon arc lamp (Photon Technology International, Birmingham, New Jersey, USA) emitting wavelengths 200–900 nm. Transmittance (T) was measured using an integrating sphere (4 cm diameter, 3 mm diameter ports) as described by (Gorton et al., 2010) for direct light. Reflectance (R) was measured using a QR600-7-UV-125F reflection/backscatter probe (Ocean Insight) directed at the leaf surface. Spectral information was captured using a USB4000 spectrometer and OceanView software (Ocean Insight). Absorptance (A) was calculated using the relationship 1 = T + R + A. Data were collected at 300 and 450 nm to compare points in the UV and visible spectrum. A nested analysis of variances (ANOVA) was used to test the effect of genotype (main factor) and adaxial or abaxial illumination (nested factor) on leaf T, R, and A. A Tukey’s honest significant difference test (Tukey HSD) was used to examine statistical significance (*P* ≤ 0.05) for pairwise differences between factors. Test results are provided in Supplemental Data Sets S43 and S44.

### Analysis of RNA-seq data from FAC sorted protoplasts

RNA-seq analysis was performed using CyVerse resources (Goff et al., 2011). Raw reads were aligned to the Arabidopsis TAIR10 genome using TopHat version 2.0.9 (strand-specific) (Kim et al., 2013). HTseq version 0.6.1 (mode intersection-strict) (Anders et al., 2014) was used for determining read counts over each gene, and edgeR for differential gene expression (Robinson et al., 2009). In each pairwise comparison, lowly expressed genes with counts < 2 in four or more of the six samples were discarded from the analysis, as were nonnuclear encoded genes. Palisade and nonpalisade reference cells sorted from the same total leaf protoplast pool were paired for statistical analyses where possible. Genes with fold change (FC) > 2 and FDR < 0.05 were classed as differentially regulated.

### scRNA-seq analysis

FASTQ files were generated from BCL files and sequencing reads were aligned to the Araport 11 transcriptome to generate the cell by gene matrix using Cell Ranger version 3.1.0 (10× Genomics, Pleasanton, California, USA). Prior to doublet identification with DoubletDecon (DePasquale et al., 2019), the data were initially filtered based on the number of genes detected and organellar RNA levels to remove both low-quality cells and cells with abnormally high numbers of detected genes, a potential indicator of doublet cells (specifically, cells were removed where detected genes < 650, detected genes > 7,500, mitochondrial reads > 5%, and/or chloroplast reads > 20%). This initial filtering step removed 2,287 cells. The remaining 26,270 cells were then used as input for doublet identification using DoubletDecon, which identified 2,696 putative doublets. In total, 4,983 cells were filtered prior to downstream analysis (17.3% of total cells). Cells containing the highest UMI counts were generally included in the DoubletDecon filtered population. Single cells were then normalized for sequencing depth and UMI coverage of individual cells using sctransform (Hafemeister and Satija, 2019), reads aligned to the chloroplast and mitochondrial genomes were regressed, and single cells were embedded into 2D space by UMAP. Cluster markers were identified using the FindAllMarkers function, comparing expression profiles of cells of individual clusters to all other cells, with cluster markers restricted to transcripts expressed in >25% cells of a cluster at a level of log2 FC > 0.25 and adjusted *P*-value < 0.05. Subclustering analysis was performed identically after subsetting the data for cells of annotated epidermal clusters.

GO term enrichment of filtered cluster markers and gene lists from FAC sorting experiments were performed with clusterProfiler (Wu et al., 2021). Significant GO terms were filtered by *P*-value < 0.05, and functionally redundant GO terms collapsed.

## Accession numbers

RNA-seq raw and processed data have been deposited into the Gene Expression Omnibus with accession numbers GSE182414 and GSE184511.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** Identification of a palisade mesophyll-specific regulatory element.

**Supplemental Figure S2.** FAC sorting of palisade and nonpalisade reference cells.

**Supplemental Figure S3.** The complete set of transcriptional reporters (gene promoter:*GUS-mCit*) we generated for a selection of genes identified to be upregulated in the palisade tissue by FAC sorting approaches.

**Supplemental Figure S4.** The complete set of transcriptional reporters (gene promoter:*GUS-mCit*) we generated for a selection of genes identified to be upregulated in the nonpalisade photosynthetic cell population when compared with palisade cells using FAC sorting approaches.

**Supplemental Figure S5.** More stringent filtering does not overly affect our scRNA-seq UMAP-based clustering.

**Supplemental Figure S6.** Expression patterns of de novo-identified scRNA-seq cluster-specific marker genes.

**Supplemental Figure S7.** Subclustering of our leaf scRNA-seq data uncovers additional cell types or cell transcriptional states.

**Supplemental Figure S8.** scRNA-seq fails to detect some lowly expressed transcripts enriched in the palisade.

**Supplemental Figure S9.** Effect of high light on *IQD22* reporter and palisade-associated gene expression.

**Supplemental Table S1.** Comparison of recent scRNA-seq data sets from plants.

**Supplemental Data Sets S1 and S2.** Genes upregulated and downregulated in the palisade relative to other photosynthetic cell types.

**Supplemental Data Sets S3–S19.** scRNA-seq UMAP cluster 0–19 markers.

**Supplemental Data Sets S20–S36.** GO enrichment analysis for clusters 0–16.

**Supplemental Data Set S37.** Genes upregulated in IQD22pro:GUS-mCit transgene positive cells (TransG+) relative to CORI3 positive (CORI3+) cells using scRNA-seq.

**Supplemental Data Set S38.** Genes upregulated in the palisade by increased light intensity.

**Supplemental Data Set S39.** Genes upregulated in nonpalisade photosynthetic cells by increased light intensity.

**Supplemental Data Set S40.** Genes downregulated in the palisade by increased light intensity.

**Supplemental Data Set S41.** Genes downregulated in nonpalisade photosynthetic cells by increased light intensity.

**Supplemental Data Set S42.** Primers used in this study.

**Supplemental Data Set S43.** ANOVA test results for Figure 7.

**Supplemental Data Set S44.** Tukey HSD test results for Figure 7.

## Supplementary Material

koac167_Supplementary_Data Click here for additional data file.

# Supplementary material for: Leaf cell-specific and single-cell transcriptional profiling reveals a role for the palisade layer in UV light protection
**Source:** Plant Cell. 2022 Jun 6;34(9):3261–79. doi: 10.1093/plcell/koac167
**Supplement:** koac167_Supplementary_Data

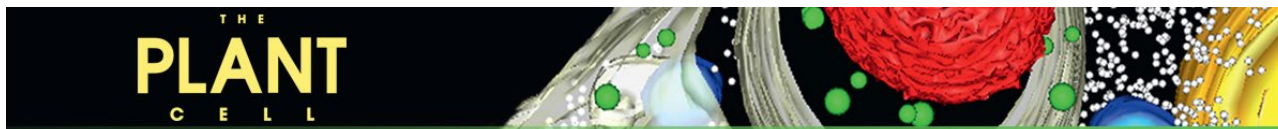

**Author Revision Checklist**      **Corresponding Author** \_\_\_\_\_ **Ms #** \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## **MATERIALS DISTRIBUTION**

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## **DATA AVAILABILITY**

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission, and must be made publically available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition      ☐ All relevant accession numbers are provided

---

## **IMAGE INTEGRITY**

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ Confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## **NOMENCLATURE**

All nomenclature used must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links.

☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

---

## **METHODS REPORTING**

☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.

☐ PCR primers (RT-qPCR, cloning, etc.): all PCR primers are provided in the Methods or a supplemental table.

☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).

☐ Antibodies: the source is provided for all commercial antibodies, including catalog/lot #, where applicable, or a complete description of non-commercial antibodies in the Methods (or as Supplemental Methods if appropriate).

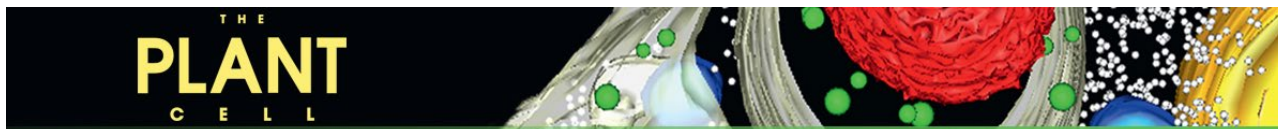

## **REPLICATION AND STATISTICAL ANALYSES**

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g. p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e. showing variables, parameters, degrees of freedom, and test statistics).

## **QUANTITATIVE PCR**

Methods used for qPCR must be described in full, including information on enzymes, kits, machines, normalization and data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## **MACROMOLECULAR STRUCTURES**

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g. x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

## **SOFTWARE/CUSTOM SCRIPTS**

Studies using customized software or custom scripts must describe how readers can access the code, including any access restrictions.

The manuscript includes custom codes or scripts.

- ☐ No | ☐ Yes:
  - ☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

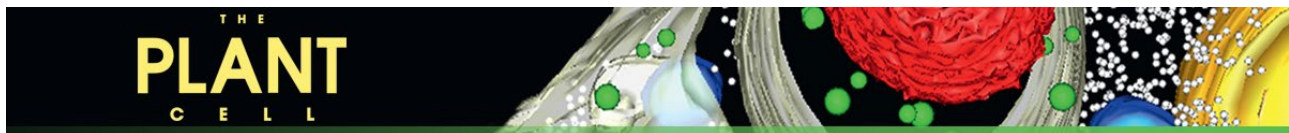

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows data distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.

☐ Confirm that in all cases where the number of data points is <6, individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions of the article must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements of the figures clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript, and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e. as if all figures were made by the same person).

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e. use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching if possible. Use a color palette that is "color blind safe" if possible, e.g. <http://www.somersault1824.com/tips-for-designing-scientific-figures-for-color-blind-readers/>
- Make consistent use of the same, sans-serif font (e.g. Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e. for colors, patterns, bar-width, axis settings, etc.
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g. 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", never "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screen shots should be adjusted to high resolution where necessary, and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g. the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

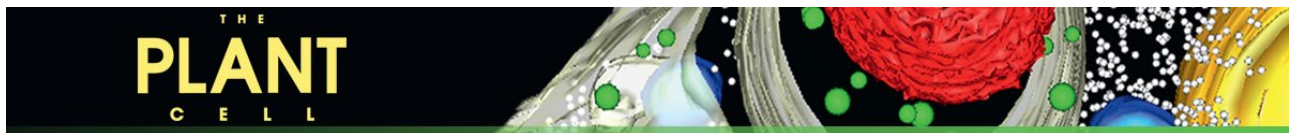

- The journal is implementing a pilot project of identifying the author(s) responsible for creating each figure, table, or data set, to give proper attribution to authors for their individual contributions to a manuscript. If you would like to participate, please either include the information in the author contributions section, or add a statement to each legend, such as “J.D., A.S., and B.W. contributed the data and created the figures for panels A, B, and C, respectively”, or “J.D., A.S., and B.W. contributed the data for panels A, B, and C, respectively, and J.D. created the figure.”
- Multiple supplemental figures and tables should be combined and submitted as a single PDF file named “Supplemental Data”, no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.
- Any Supplemental Table longer than 2 pages should be labeled as a “Supplemental Data Set” and provided in Excel format.
- Arial font (or similar sans serif font, e.g. Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.
- Supplemental Data Sets should include complete legends (on a separate sheet if necessary).
- Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.
- Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.
- File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

## Resources

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

---

## FUNDING INFORMATION

Funding information provided during the submission process online should match what is in the manuscript file. *Please check this when you resubmit.*

---

## SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 7-10) for specific methods/data types listed.

n/a | confirmed

- ☐ | ☐ For newly generated genetic material (e.g. mutant, transgenic lines), confirm completion of genetic materials module on page 7.
- ☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 8.
- ☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 9.
- ☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 10.

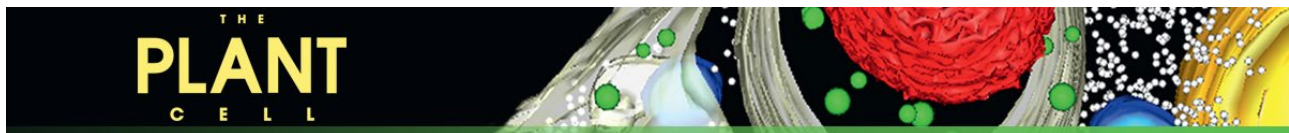

---

## MANUSCRIPT FORMAT

---

**Title and abstract.** The title and abstract are critical for engaging readers and enticing them to read the paper. The title should be concise, use active voice, spell out genes names (or otherwise define), and avoid acronyms. The species or organism under study should be in the title or the abstract (i.e. brief description of experimental system(s) used). See: <http://genestogenomes.org/how-to-write-titles-that-tempt/>. The abstract should be no more than ~200 words. Include only major results and implications and put general background and methods in the main text.

**One-sentence summary.** Include a one-sentence summary of the work on the title page that provides a non-technical summary of the broad significance of the research findings in plain language (for a general audience) that does not merely repeat what is already in the abstract. The use of complex scientific terms and acronyms should be avoided.

**References:** Upon final submission, in-text citations should be formatted using an author-date format; ***not numbered***, with references in alphabetical order in the Reference list. Any author-date style is acceptable. References cited only in the Supplemental Data file should be listed at the end of this file and not in the Reference list in the main text

**Species names:** Organisms should be referred to by their common name at first use (if a standard common name applies), with the Latin name in parentheses. Subsequent references can be either Latin or common names but should be consistent throughout the manuscript.

**Title page:** Please follow the format shown on the next page. Use single spacing of abstract and other information if necessary to fit title, author info, and abstract on a single page as shown (the abstract may run on to the second page if necessary).

---

**RESEARCH ARTICLE** [or e.g. LARGE-SCALE BIOLOGY ARTICLE, BREAKTHROUGH REPORT]

## **A Dedicated Type II NADPH Dehydrogenase Performs the Penultimate Step in the Biosynthesis of Vitamin K1 in *Synechocystis* and *Arabidopsis***

**Abdelhak Fatihi<sup>a</sup>, Scott Latimer<sup>a</sup>, Stefan Schmollinger<sup>b</sup>, Anna Block<sup>a</sup>, Patrick H. Dussault<sup>c</sup>, Wim F.J. Vermaas<sup>d</sup>, Sabeeha S. Merchant<sup>e</sup>, Gilles J. Bassett<sup>a,f</sup>**

<sup>a</sup> Department of Agronomy and Horticulture, and Center for Plant Science Innovation, University of Nebraska, Lincoln, Nebraska 68588.

<sup>b</sup> Department of Chemistry and Biochemistry, University of California, Los Angeles, California 90095.

<sup>c</sup> Department of Chemistry, University of Nebraska, Lincoln, Nebraska 68588.

<sup>d</sup> School of Life Sciences and Center for the Study of Early Events in Photosynthesis, Arizona State University, Tempe, Arizona 85287

**Short title:** Transmethylation in Vitamin K Biosynthesis

**One-sentence summary:** The biosynthesis of vitamin K1 requires an additional bona fide step that consists of the prerequisite reduction of the demethylnaphthoquinone ring prior to its transmethylation.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is: Giles Bassett ().

### **ABSTRACT**

Mutation of *Arabidopsis thaliana* *NAD(P)H DEHYDROGENASE C1* (*NDC1*; *At5g08740*) results in the accumulation of demethylphyloquinone, a late biosynthetic intermediate of vitamin K1. Gene coexpression and phylogenomics analyses showed that conserved functional associations occur between vitamin K biosynthesis and *NDC1* homologs throughout the prokaryotic and eukaryotic lineages. Deletion of *Synechocystis* *ndbB*, which encodes for one such homolog, resulted in the same defects as those observed in the cyanobacterial demethylnaphthoquinone methyltransferase knockout. Chemical modeling and assay of purified demethylnaphthoquinone methyltransferase demonstrated that, by virtue of the strong electrophilic nature of S-adenosyl-L-methionine, the transmethylation of the demethylated precursor of vitamin K is strictly dependent on the reduced form of its naphthoquinone ring. *NDC1* was shown to catalyze such a prerequisite reduction by using NADPH and demethylphyloquinone as substrates and flavine adenine dinucleotide as a cofactor. *NDC1* displayed Michaelis-Menten kinetics and was markedly inhibited by dicumarol, a competitive inhibitor of naphthoquinone oxidoreductases. These data demonstrate that the reduction of the demethylnaphthoquinone ring represents an authentic step in the biosynthetic pathway of vitamin K, that this reaction is enzymatically driven, and that a selection pressure is operating to retain type II NAD(P)H dehydrogenases in this process.

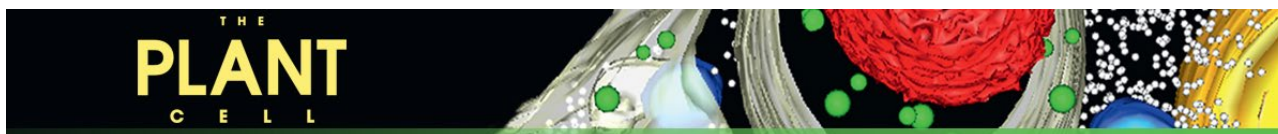

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

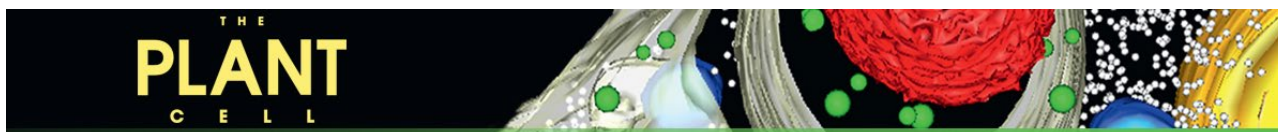

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

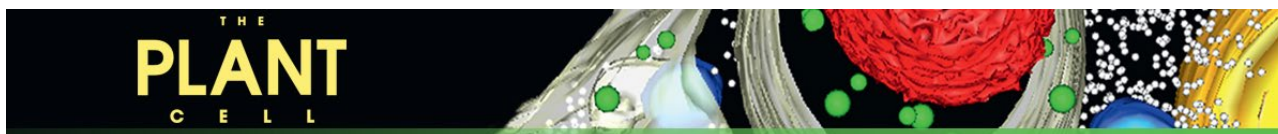

## PROTEIN LOCALIZATION MODULE

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

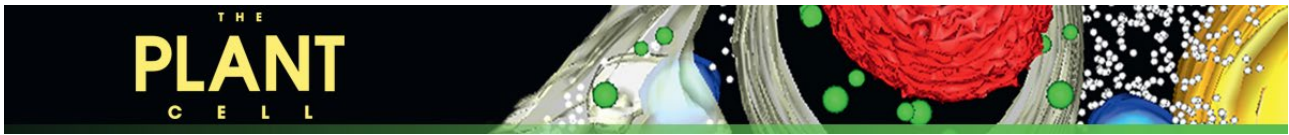

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: Leaf cell-specific and single-cell transcriptional profiling reveals a role for the palisade layer in UV light protection
**Source:** Plant Cell. 2022 Jun 6;34(9):3261–79. doi: 10.1093/plcell/koac167
**Supplement:** koac167_Supplementary_Data

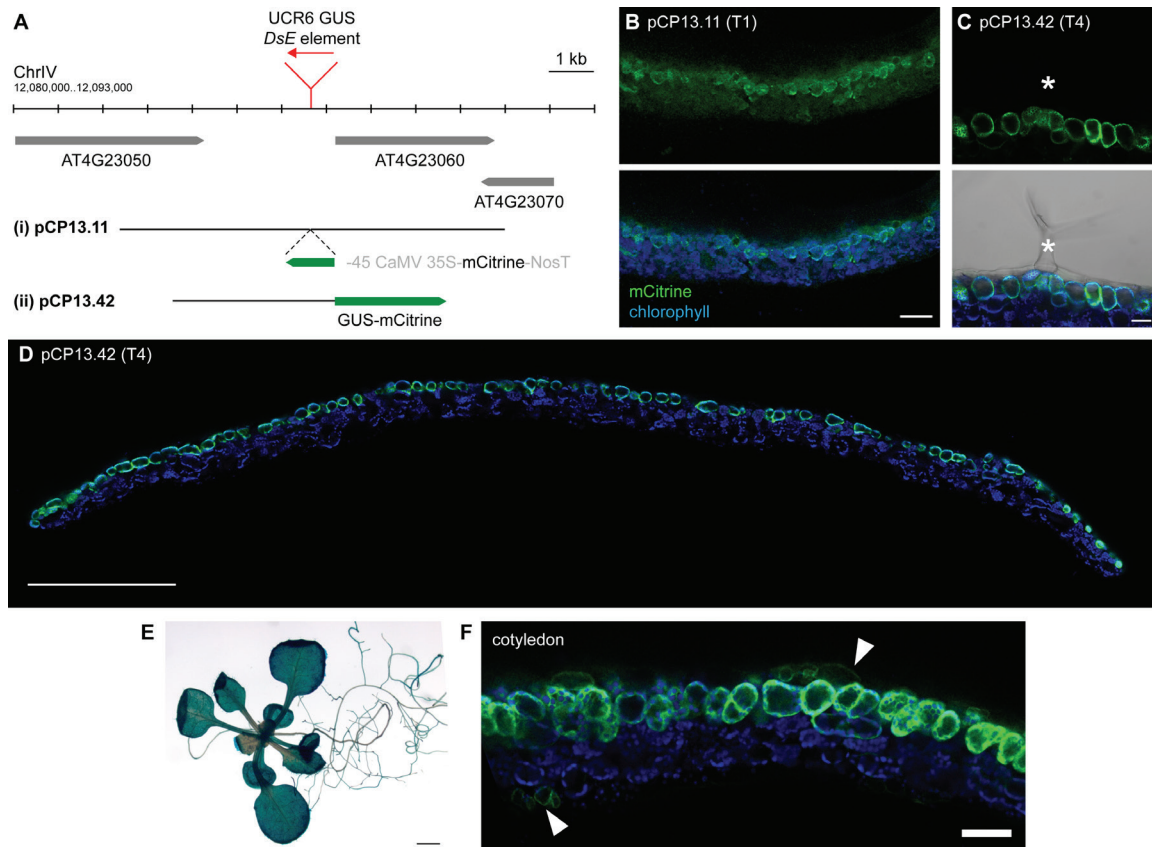

**Supplemental Figure S1.** Identification of a palisade mesophyll-specific regulatory element. A, Mapped insertion site of the *GUS DsE* transposable element in the enhancer trap line UCR6 (Geisler et al., 2002). Black line shows a region on chromosome IV, while red lines indicate the insertion site. The red arrow shows the direction of the *GUS* coding sequence. Gene models in the region are indicated by gray block arrows. *AT4G23060* is the *IQD22* gene. Below, schematic of transcriptional reporters tested in transgenic plants. Construct pCP13.11 (i) includes ~4 kb of 5' and 3' DNA sequences flanking the UCR6 *GUS* insertion site, with a -45 CaMV 35S minimal promoter:*mCit:NosT* terminator sequence (green block arrow) inserted between the flanking regions in the same orientation as the UCR6 *GUS* element. The second construct, pCP13.42 (ii), includes ~3.5 kb of promoter sequence upstream of the *IQD22* start site, fused to the coding sequence for a GUS-mCit fusion protein (green block arrow; referred to in the main text as *IQD22<sub>pro</sub>:GUS-mCit*). B, Cross-section of first true leaf showing pCP13.11 *GUS-mCit* reporter activity (green, top) and overlaid with chlorophyll autofluorescence (blue, below) in a T1 transgenic Arabidopsis plant. Note expression in the palisade. C, Cross-section of first true leaf showing *GUS-mCit* reporter activity of a T4 Arabidopsis plant carrying the pCP13.42 (*IQD22<sub>pro</sub>:GUS-mCit*) reporter 17 d post-germination. Reporter activity, green; chlorophyll autofluorescence, blue; transmitted light, gray. *GUS-mCit* fluorescence is detected in palisade cells, including palisade-like cells at the base of trichomes (asterisk marks trichome). D, Same as in panel C, except image shows across the entire leaf plane. Line 3 (pictured), was used for FAC sorting experiments. E, GUS stain of 17-d-old plants carrying the pCP13.42 reporter, showing additional expression in roots and petioles. F, Cross-section of cotyledon of 4-d-old plants carrying the pCP13.42 (*IQD22<sub>pro</sub>:GUS-mCit*) reporter. Note strong expression in palisade cells and some weak expression in the epidermis (arrowheads) for this tissue and at this age. Scale bars: B, 100  $\mu$ m; C and F, 50  $\mu$ m; D, 500  $\mu$ m; E, 2 mm. In cross-sections, adaxial is up. Supports Figure 1.

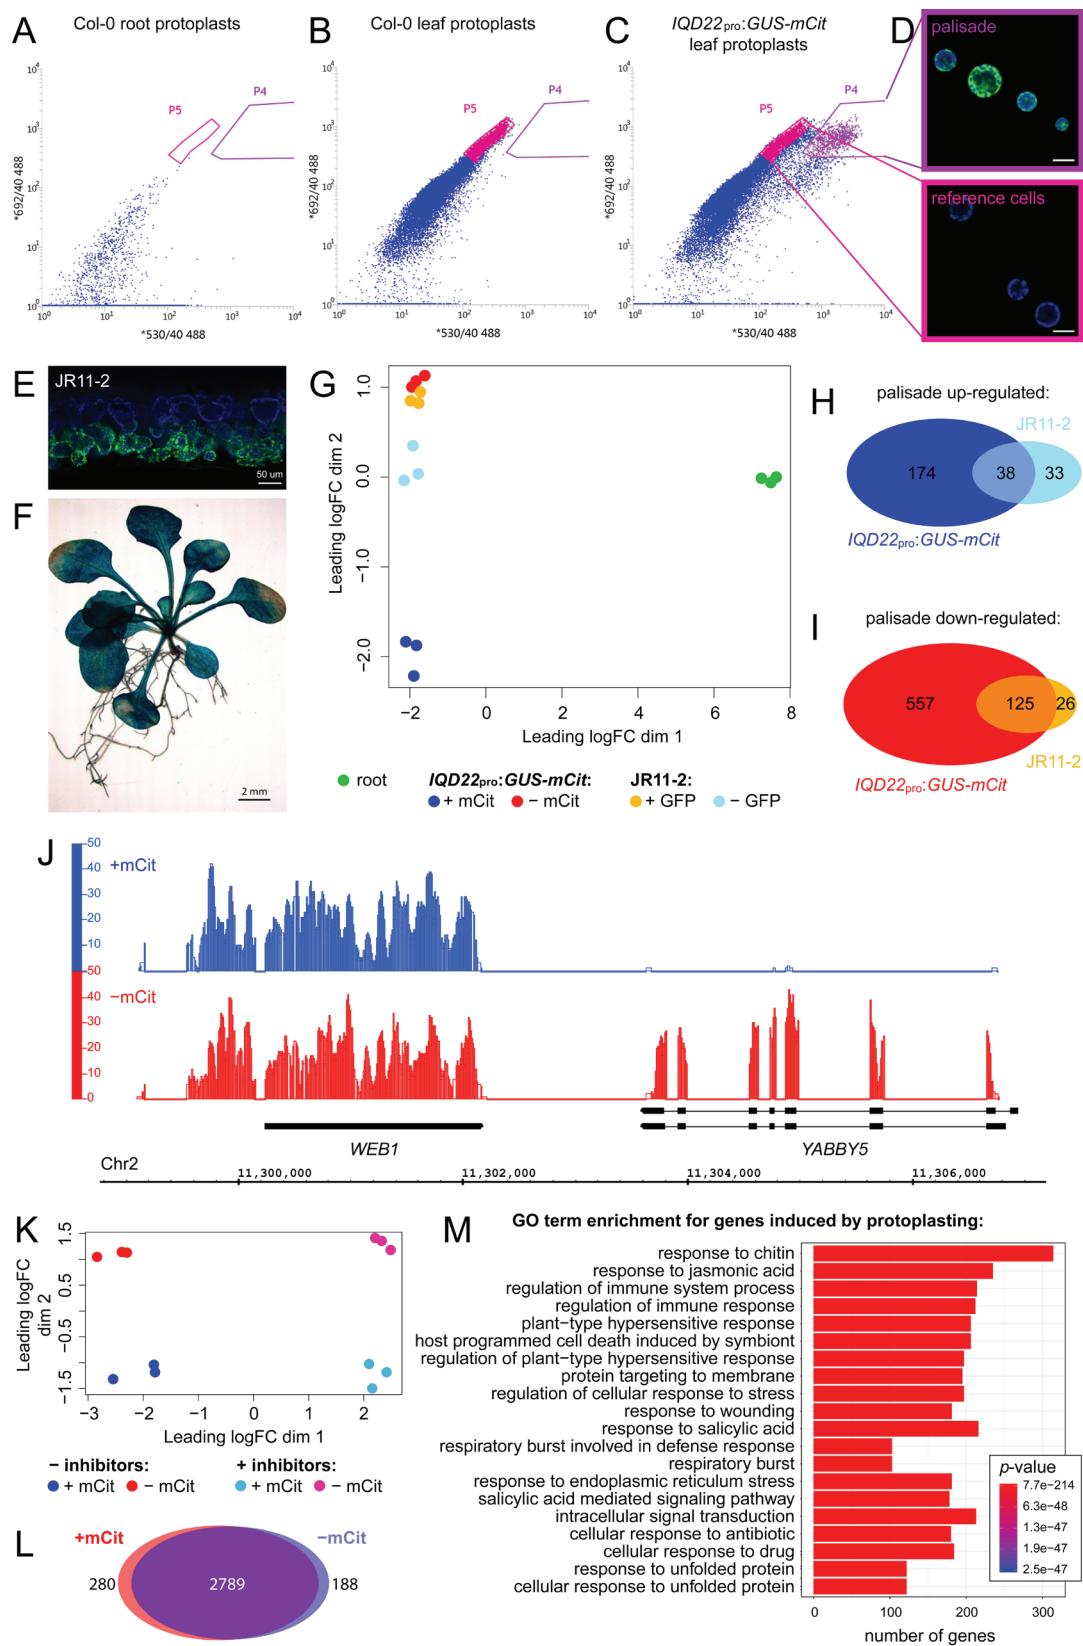

Supplemental Figure S2.

**Supplemental Figure S2.** FAC sorting of palisade and non-palisade reference cells. A-C, Representative dot plots of root (A) and leaf (B) protoplasts from wild-type Col-0 plants, and leaf protoplasts of *IQD22<sub>pro</sub>:GUS-mCit* transgenic plants (C) showing green/yellow (x-axis) and red (y-axis) fluorescence. Note that protoplasts generated from leaf tissue have more cells with high red fluorescence due to the presence of chlorophyll. In *IQD22<sub>pro</sub>:GUS-mCit* plants, a subset of these cells also exhibited high green fluorescence (the palisade population).  $n(\text{events}) = 50,000$  (A), 128,803 (B) and 109,305 (C). D, Fluorescence microscopic images of sorted cell protoplast populations used in this study: palisade cells (top, gate P4), defined as having both high red and green fluorescence, and non-palisade photosynthetic cells (bottom, gate P5), having high red fluorescence but lacking mCit green/yellow fluorescence. Gate P4 was set high on the y-axis to avoid as much contamination as possible from non-chloroplast containing cells (e.g. see those in panel A), and gate P5 was set similarly high to appropriately match. Note that in microscopy images chlorophyll autofluorescence is false-colored blue. Scale bars, 20  $\mu\text{m}$ . E, Fluorescence image of a 15 d-old first leaf cross-section from an Arabidopsis plant carrying the JR11-2 enhancer trap, introgressed into the Col-0 background. Chlorophyll autofluorescence, blue, and GFP, green. Note expression predominantly in the lower spongy mesophyll. Adaxial is up. See also (Gardner et al., 2009). F, Example of a GUS-stained 20 d-old JR11-2 plant (C24 background) also carrying a 5xUAS:GUS transgene (T2 generation) showing reporter activity across the entire leaf blades. G, Principle components analysis comparing the RNA-seq transcriptional profiles of different protoplast populations. Cell populations include: (i) total root protoplasts (green circles), (ii) a palisade mesophyll-enriched population generated from FAC sorted *IQD22<sub>pro</sub>:GUS-mCit* leaf protoplasts exhibiting mCit and chlorophyll fluorescence (dark blue circles), and (iii) a reference photosynthetic cell population from *IQD22<sub>pro</sub>:GUS-mCit* leaves having chlorophyll fluorescence but lacking mCit (red circles). Also included are FAC sorted protoplasts from JR11-2 enhancer trap plants: (iv) a palisade-enriched population having chlorophyll but lacking GFP expression (light blue circles), and (v) a reference population having both GFP and chlorophyll fluorescence (orange circles). Each population was collected in triplicate. H and I, Venn diagrams showing a comparison of genes identified with greater (H) or less (I) expression in FAC sorted palisade mesophyll cells compared to chlorophyll-containing reference populations for protoplasts generated from either *IQD22<sub>pro</sub>:GUS-mCit* or JR11-2 plants (differentially-regulated genes show > 2-fold difference and  $\text{FDR} < 0.05$ ). The two reporter lines generated similar results ( $p < 0.005$  for both H and I; hypergeometric test). J, Sum depth chart showing an example of aligned RNA sequencing reads over the *WEAK CHLOROPLAST MOVEMENT UNDER BLUE LIGHT 1 (WEB1)* gene and abaxial fate-determining gene *YABBY5* (Eckardt, 2010) for palisade-enriched (+mCit, dark blue) and chloroplast-containing reference (-mCit, red) protoplast populations generated from *IQD22<sub>pro</sub>:GUS-mCit* plants. Gene models are shown in black. Sequencing reads from samples CP1701 and CP1702 are shown (see GEO accession GSE182414). Note that both populations express high levels of *WEB1*, but only the non-palisade reference population expresses *YABBY5*. K, Principle components analysis comparing the RNA-seq transcriptional profiles of protoplast populations generated with or without transcriptional inhibitors during the protoplasting process. Samples include FAC sorted palisade (+mCit) and non-palisade reference cell (-mCit) populations from *IQD22<sub>pro</sub>:GUS-mCit* transgenic plants. Samples for each cell population and treatment were collected in triplicate. L, Venn diagram showing the overlap in genes up-regulated (fold-change > 2-fold and  $\text{FDR} < 0.05$ ) in the absence of transcriptional inhibitors in the palisade cells (+mCit) and the reference cell population (-mCit). Transcriptional inhibitors affected many of the same genes in the two cell populations ( $p < 0.005$ , hypergeometric test). M, Gene ontology (GO) term enrichment analysis for the set of overlapping genes in panel L, arranged by adjusted  $p$ -value. The top 20 terms are shown. Supports Figure 1.

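A principal components analysis of log2 CPM over the 15 libraries without inhibitors gave the first component 87.8% of the variance. The root libraries had a mean score of -350.1 ± 9.32 (SD, n = 3) on it, and the means of the 4 leaf populations lay between 80.1 and 100.7. The second component carried 3.68% of the variance and separated the palisade cells of the *IQD22* line (64.2 ± 4.81) from their reference cells (-35.0 ± 4.06). GFP-negative JR11-2 cells (-0.90 ± 8.77) lay between these, and GFP-positive cells (-31.4 ± 4.89) near the reference cells.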

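By chance alone, 2.87 shared upregulated genes and 19.3 shared downregulated genes would be found over the genes tested in both lines, against 62 and 224 counted. One-sided hypergeometric tests, which are exact, gave p = 1.82e-67 and p = 6.17e-209. For the 6 upregulated and 59 downregulated genes shared without the protoplast pool in the models, the same exact tests gave p = 1.74e-09 and p = 5.48e-72. Of the genes that differed in JR11-2, 43.7% of those upregulated and 78.3% of those downregulated also differed in the same direction in the *IQD22* line.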

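*WEB1* (*AT2G26570*) had 36.4 ± 2.62 CPM (SD, n = 3) in palisade cells and 31.4 ± 3.63 CPM in reference cells without inhibitors. Its log2 fold change of 0.22 (SE 0.10) had an FDR of 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *WEB1* was higher in palisade cells in 2 of 3 pools.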

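Over the 12 libraries of the *IQD22* line made at low light with and without inhibitors, the first principal component of log2 CPM carried 62.5% of the variance. Libraries without inhibitors scored between 67.5 and 111.9 on it, and those with inhibitors between -94.0 and -86.0. The second component, with 18.8% of the variance, separated palisade libraries (41.3 to 54.6) from reference libraries (-53.8 to -44.3) under both treatments.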

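Among 18833 genes tested for inhibitors in both populations, 3621 were higher without inhibitors in palisade cells and 3991 in reference cells, and 3293 in both, where 767.4 would be shared by chance. With the replicate number as a block the shared genes numbered 3291. Of the genes higher without inhibitors in palisade cells, 99.7% had a positive log2 fold change in reference cells as well.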

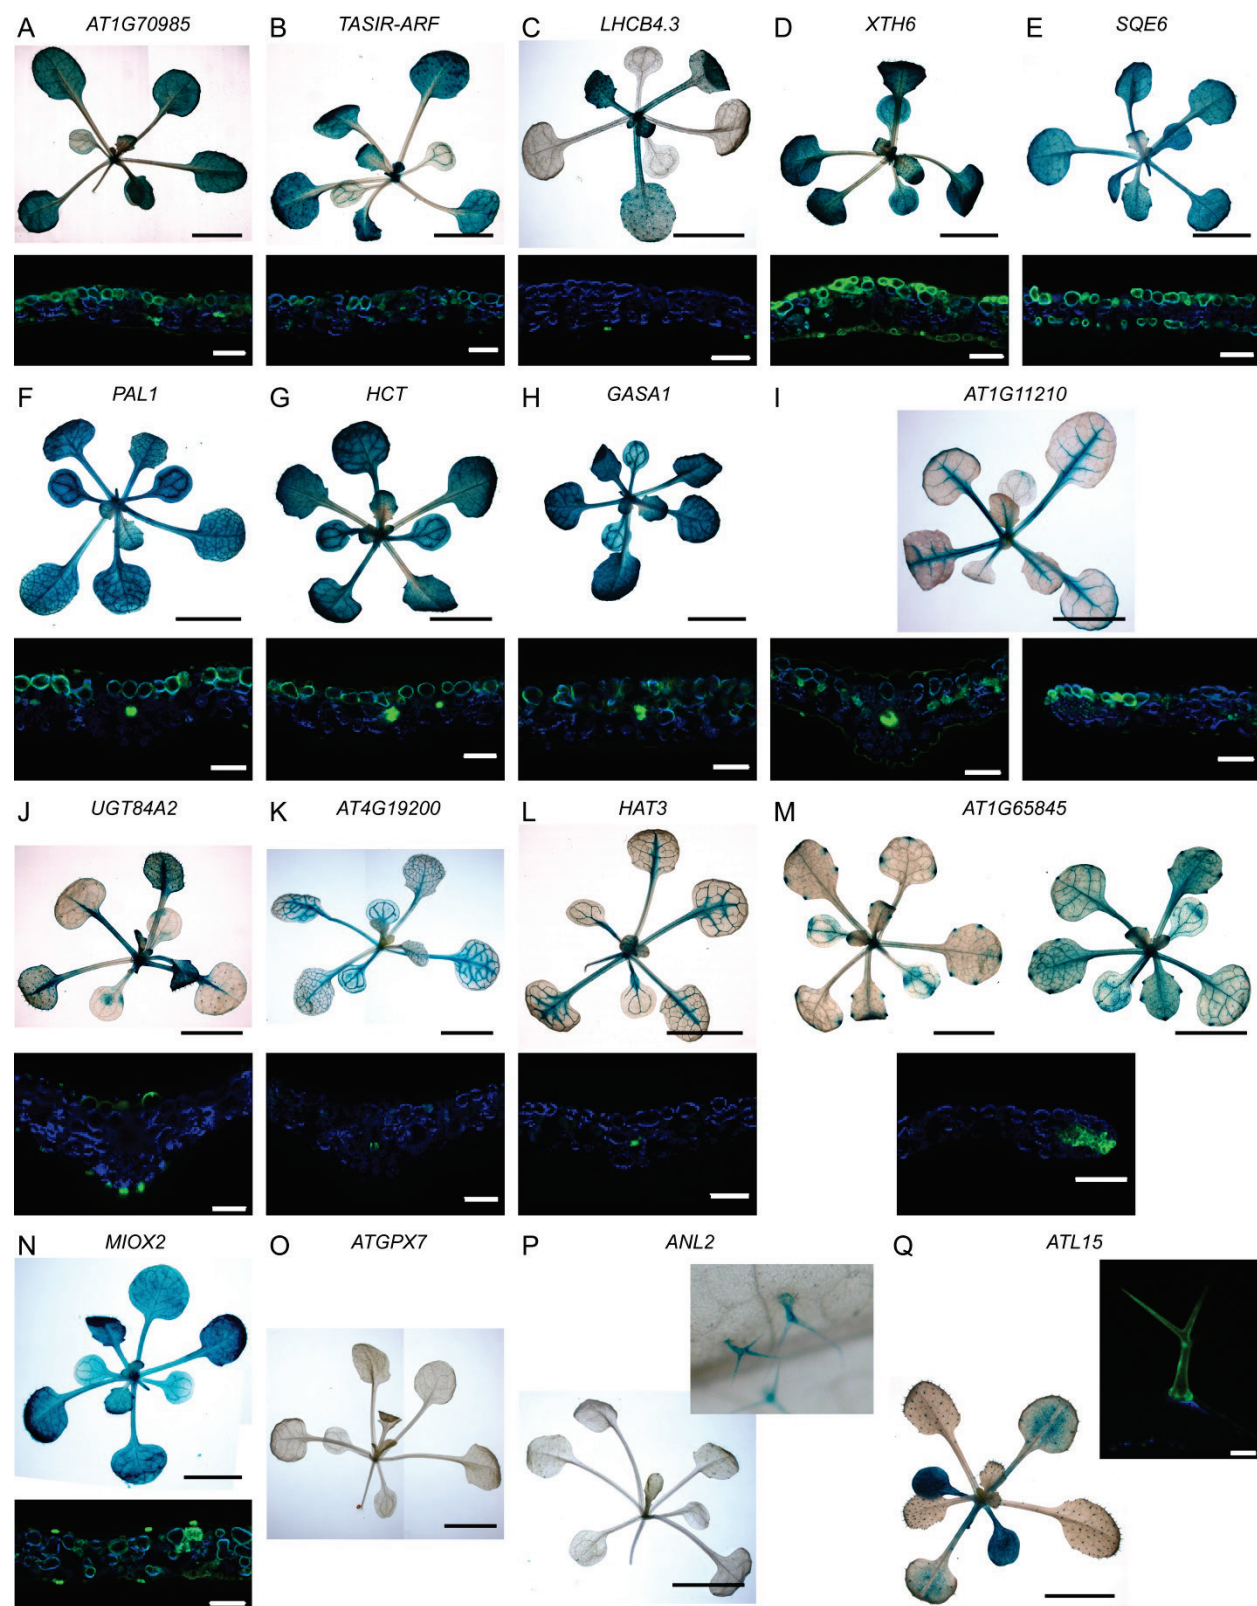

Supplemental Figure S3.

**Supplemental Figure S3.** The complete set of transcriptional reporters (gene promoter:*GUS-mCit*) we generated for a selection of genes identified to be up-regulated in the palisade tissue by FAC sorting approaches. Top, GUS stain of whole shoot. Below, fluorescence image of a cross-section through one of the first true leaves (GUS-mCit, green; chlorophyll, blue; adaxial side is up). Plants are 17 d-old. Representative images of T1 plants are shown ( $n \geq 4$  for each reporter construct). Promoter elements for *AT1G70985* (A) and *TASIR-ARF* (B) drove weak but specific expression in the palisade. In our hands, the promoter of *LHCB4.3* (C) drove expression in guard cells in the first leaves, although it has been reported by others to express on the adaxial leaf side (Sawchuk et al., 2008). The *XTH6* reporter (D) expressed in epidermal and mesophyll cells, including palisade, with strongest expression on the adaxial leaf side. The *SQE6* promoter (E) drove strong expression in the palisade and lowermost layer of spongy mesophyll. *PAL1* (F), *HCT* (G) and *GASA1* (H) reporters expressed most strongly in vascular cells, with weaker expression localized to the palisade and epidermis. An *AT1G11210* reporter (I) also had strongest expression in the vasculature, with additional weak expression in the palisade over the midvein (left) and at the leaf margins (right). For all other reporters tested, we did not observe localized palisade expression. This may be due to missing *cis* regulatory elements in our reporters, weak expression that was difficult to detect by our imaging methods, or contaminating cell types in our FAC sorted population (see main text). These included reporters for *UGT84A2* (J), which appeared brightest in the epidermal cells closest to the midvein; *AT4G19200* (K) and *HAT3* (L), which expressed most strongly in the veins; *AT1G65845* (M) in the hydathodes, with additional expression localized to veins in some plants (two examples of GUS stained T1 plants are shown); *MIOX2* (N) in guard cells and mesophyll; *ATGPX7* (O), for which no expression was detected; *ANL2* (P) in trichomes; and *ATL15* (Q) in trichomes, with weak GUS staining in other leaf cell types that we were unable to visualize using fluorescence microscopy. Fluorescence images in panels F, G, H, I (bottom left), J, K and L are taken at the midvein. In M, the cross section is at the hydathode. Insets in panels P and Q show close ups of the trichomes. Scale bars: GUS stains, 5 mm; fluorescence images, 100  $\mu$ m. The fluorescence images shown in panels A, D, E and F are also shown in Figure 1. Supports Figure 1.

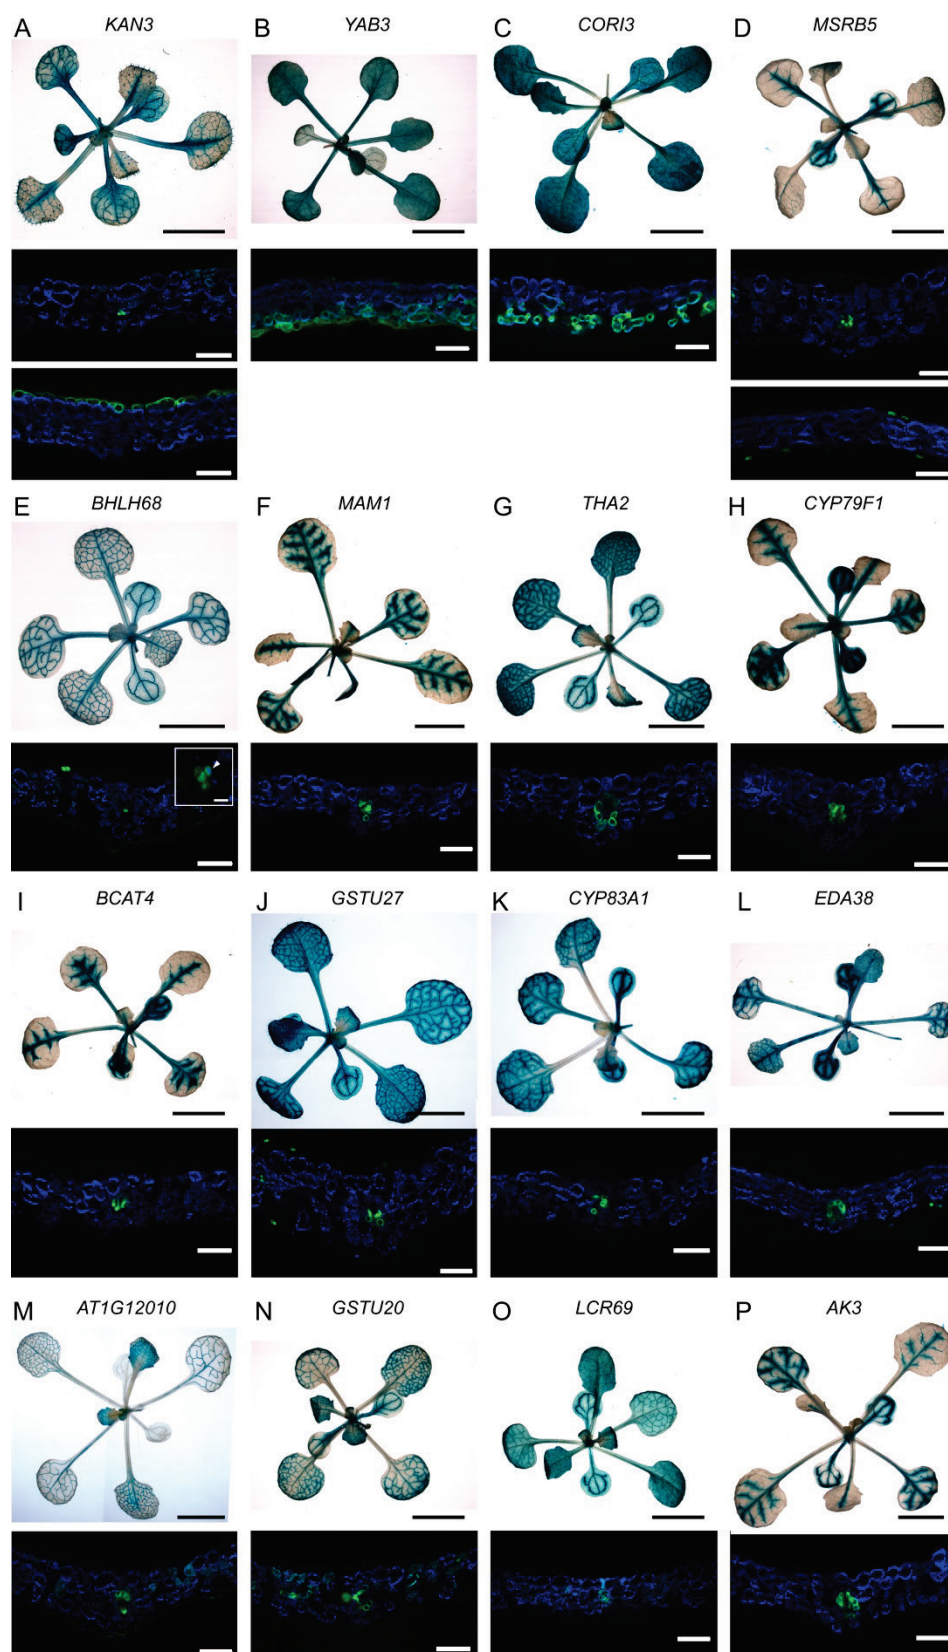

Supplemental Figure S4.

**Supplemental Figure S4.** The complete set of transcriptional reporters (gene promoter:*GUS-mCit*) we generated for a selection of genes identified to be up-regulated in the non-palisade photosynthetic cell population when compared to palisade cells using FAC sorting approaches. Top, GUS stain of whole shoot. Below, fluorescence image of a cross-section through one of the first true leaves (GUS-mCit, green; chlorophyll, blue; adaxial is up). Plants are 17 d-old. Representative images of T1 plants are shown ( $n \geq 4$  for each reporter construct). Surprisingly, a promoter element for the abaxial-specification factor *KAN3* (A) (Eshed et al., 2004) drove expression in the proximal adaxial epidermis over the midvein in some T1 plants, as well as in veins at this point in developmental time. By contrast, a reporter for another abaxial-specification factor, *YAB3* (B) (Eckardt, 2010), was expressed in abaxial cell types, including the lower epidermis and spongy mesophyll. The promoter for *COR13* (C) drove reporter expression primarily in the lower spongy mesophyll and chloroplast-containing cells around the vasculature. *MSRB5* (D) and *BHLH68* (E) reporters were expressed in veins and guard cells. Inset in panel E shows presence of chloroplasts (arrowhead) in the GUS-mCit expressing cells in the vein. All other reporters tested drove expression in bundle sheath cells, and possibly other cells of the vein. This included gene promoters *MAM1* (F), *THA2* (G), *CYP79F1* (H), *BCAT4* (I), *GSTU27* (J), *CYP83A1* (K), *EDA38* (L), *AT1G12010* (M), *GSTU20* (N), *LCR69* (O), and *AK3* (P). In addition, *GSTU27* and *EDA38* reporters were expressed in guard cells. All fluorescence images are taken at the midvein except lower panel D. Scale bars: GUS stains, 5 mm; fluorescence images, 100  $\mu$ m, except inset panel E, 10  $\mu$ m. The fluorescence images shown in panels C and G are also shown in Figure 1. Supports Figure 1.

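Several of these promoters belong to genes of glucosinolate biosynthesis. Of the 19 tested genes that TAIR10.1 links to glucosinolates, 8 were downregulated in sorted palisade cells, which is 42.1% against 5.52% of the other genes with an annotated process (odds ratio 12.4, Fisher's exact test, two-sided, adjusted p = 2.37e-05 over the family of tests described for Figure 4D). The odds ratio was 14.3 without the protoplast pool in the model. *MAM1* (*AT5G23010*) had 7.24 ± 4.15 CPM (SD, n = 3) in palisade cells and 253.1 ± 122.2 CPM in reference cells, and *CYP83A1* (*AT4G13770*) had 4.85 ± 2.56 CPM and 323.8 ± 102.5 CPM.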

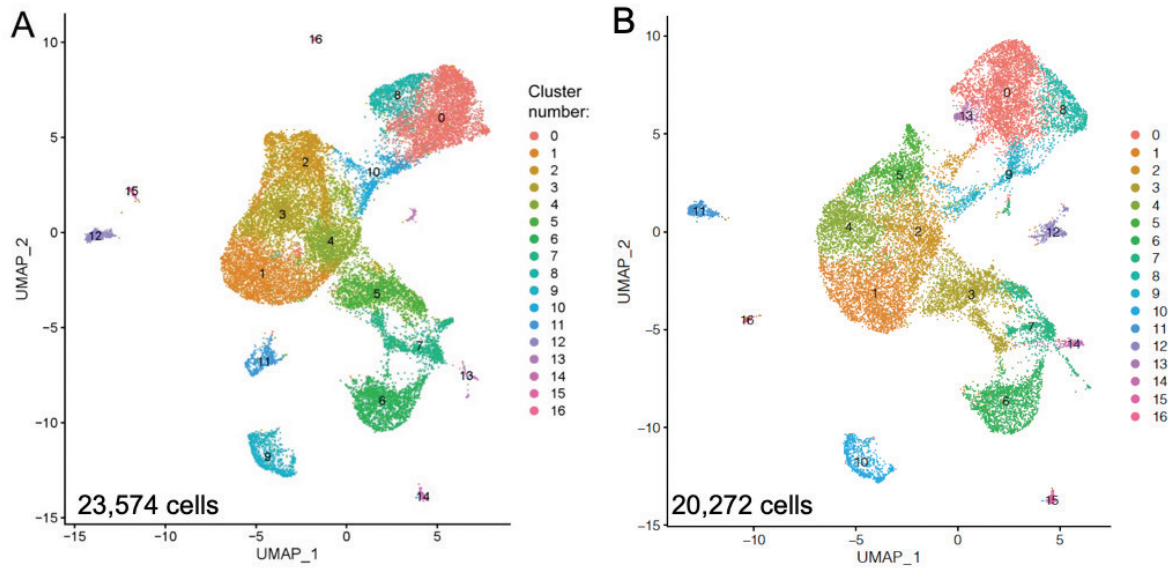

**Supplemental Figure S5.** More stringent filtering does not overly affect our scRNA-seq UMAP-based clustering. A, Unbiased clustering of RNA-sequenced protoplasts following filtering (see Materials and Methods) from first true leaves of 17-d-old *IQD22pro:GUS-mCit* plants. See also Figure 2. B, Unbiased clustering of protoplasts following additional filtering of cells with > 10,000 UMI per cell. Note the similarity in the structure of the data, and the similar number of cell clusters identified. Supports Figure 2.

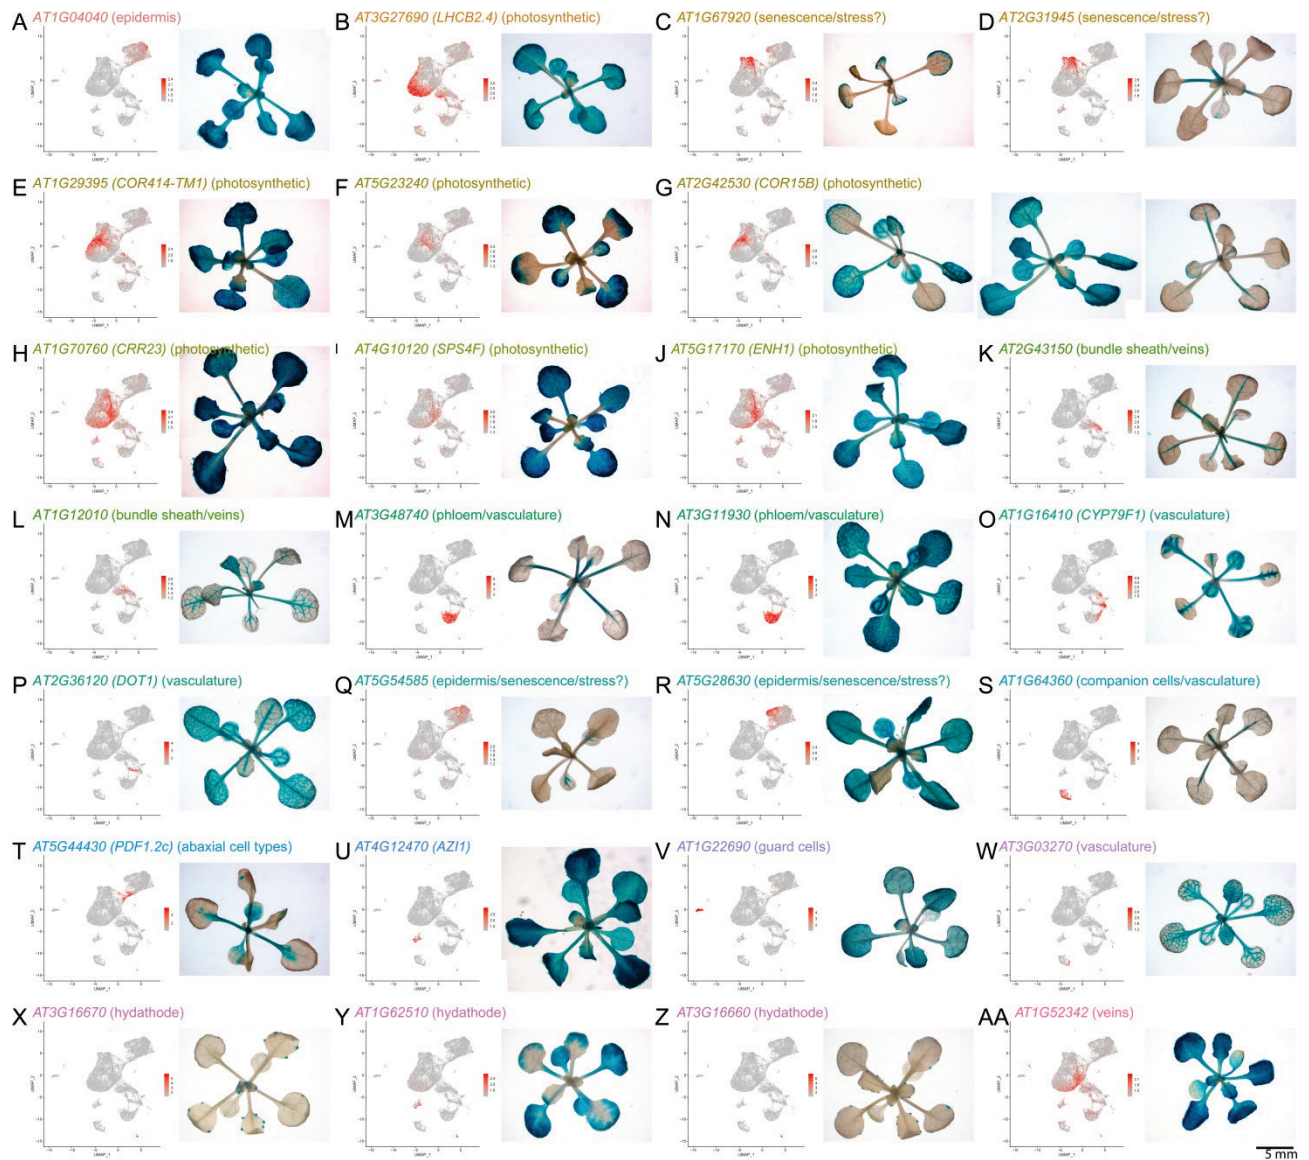

**Supplemental Figure S6.** Expression patterns of *de novo*-identified scRNA-seq cluster-specific marker genes. Left, expression levels of the marker genes mapped to our scRNA-seq data of leaf protoplasts, and right, representative shoot images of 17-d-old T1 GUS-stained transcriptional reporter plants ( $n \geq 4$  for each reporter construct). Marker genes are as shown in Figure 3B and C. These include: A, *AT1G04040*; B, *AT3G27690* (*LHCB2.4*); C, *AT1G67920*; D, *AT2G31945*; E, *AT1G29395* (*COR414-TM1*); F, *AT5G23240*; G, *AT2G42530* (*COR15B*); H, *AT1G70760* (*CRR23*); I, *AT4G10120* (*SPS4F*); J, *AT5G17170* (*ENH1*); K, *AT2G43150*; L, *AT1G12010*; M, *AT3G48740*; N, *AT3G11930*; O, *AT1G16410* (*CYP79F1*); P, *AT2G36120* (*DOT1*); Q, *AT5G54585*; R, *AT5G28630*; S, *AT1G64360*; T, *AT5G44430* (*PDF1.2c*); U, *AT4G12470* (*AZI1*); V, *AT1G22690*; W, *AT3G03270*; X, *AT3G16670*; Y, *AT1G62510*; Z, *AT3G16660*; and AA, *AT1G52342*. For panel G, *AT2G42530* (*COR15B*), variation existed between the T1 reporter plants imaged, and three examples are shown with different expression patterns and/or levels. Gene name colors are the same as the color of the cell cluster in Figure 2A for which the marker gene was identified. The likely cell identity for each cluster is indicated in parentheses. All microscopy images are at the same scale. Reporters for *AT1G12010* and *AT1G16410* (*CYP79F1*) are also shown in Supplemental Figure S4. Supports Figures 2 and 3.

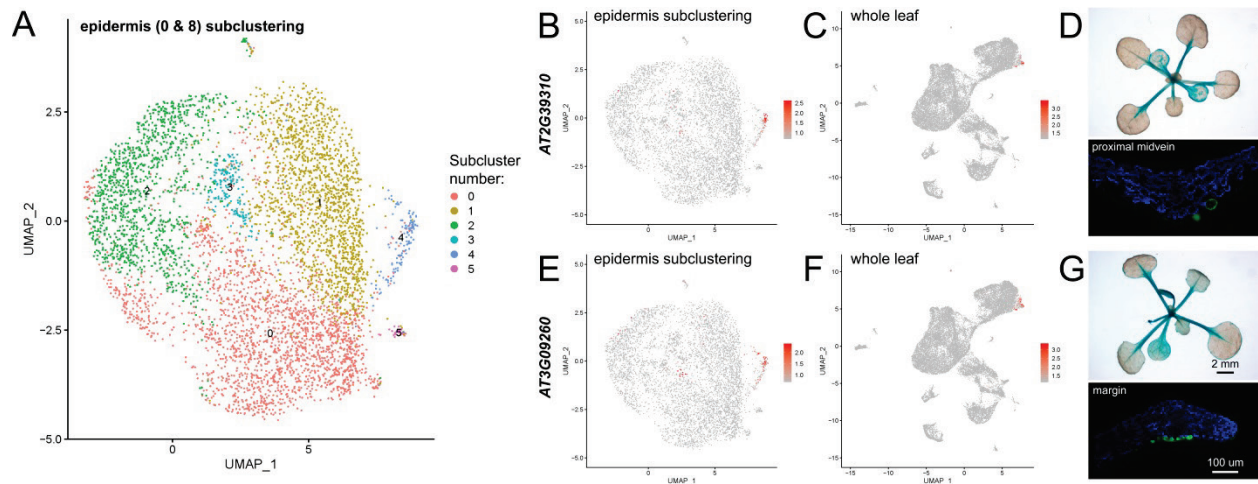

**Supplemental Figure S7.** Subclustering of our leaf scRNA-seq data uncovers additional cell types or cell transcriptional states. A, Subclustering of protoplasts assigned to epidermal cell clusters 0 and 8 (see Figure 2A) identified six subclusters. B-G, Analysis of two subcluster marker genes, *AT2G39310* and *AT3G09260*, with enriched expression within subcluster 4. Expression levels were mapped to the subclustered data (B and E) and entire dataset (C and F). Representative images of GUS-stained shoots (top) and fluorescence images of first true leaf cross-sections at the midvein and margin (bottom) of 17-d-old T1 transcriptional reporter plants are also shown (D and G). In fluorescence images, GUS-mCit is green, chlorophyll autofluorescence blue, and adaxial is up. Note mCit fluorescence in the lower epidermal pavement cells at the midvein and leaf margin. Scales in D and G are the same. Supports Figure 2.

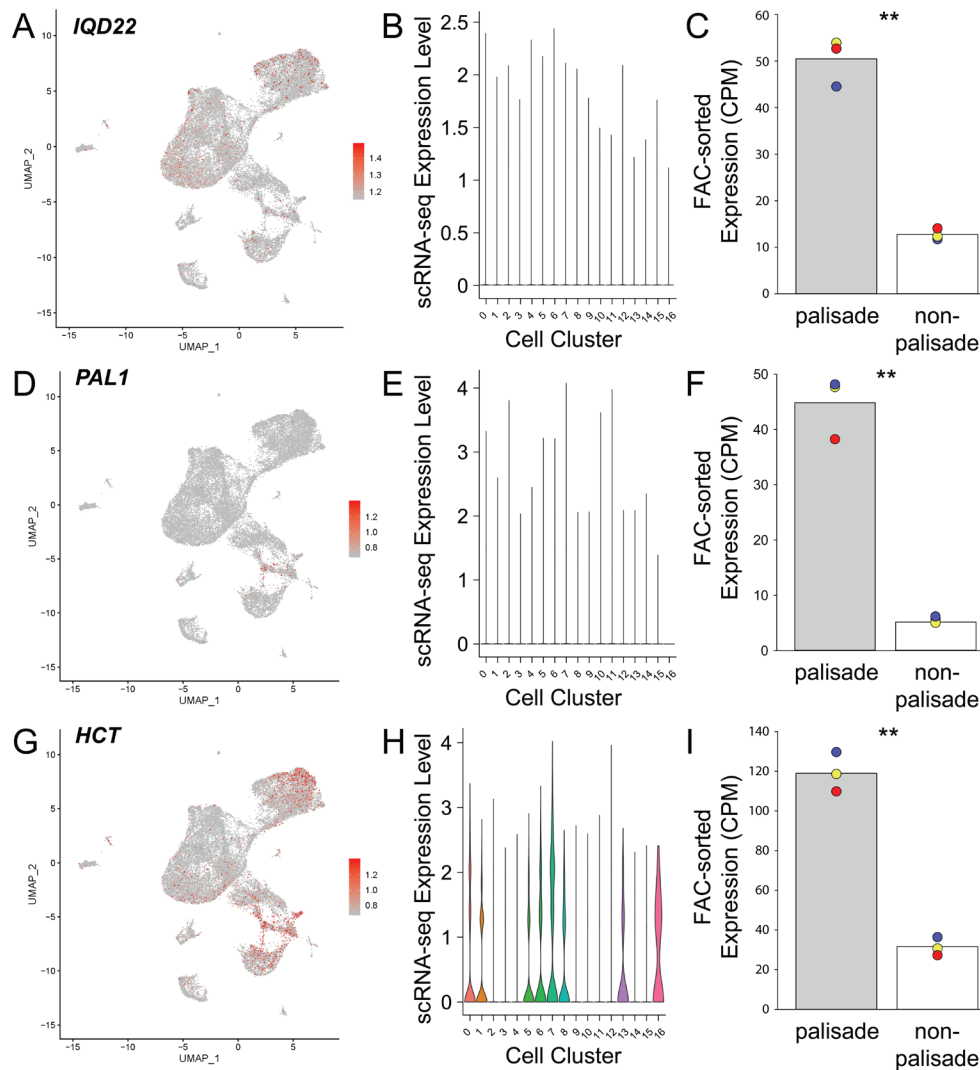

**Supplemental Figure S8.** scRNA-seq fails to detect some lowly-expressed transcripts enriched in the palisade. Expression maps (A, D, G) and violin plots (B, E, H) showing gene expression levels in our scRNA-seq UMAP-based plot and associated cell clusters, compared to expression levels in the palisade cell population versus non-palisade reference cells generated from FAC sorting (C, F, I), for our palisade-marker gene *IQD22* and phenylpropanoid pathway-associated genes *PAL1* and *HCT*, respectively. Note that *IQD22* and *PAL1* were poorly detected by scRNA-seq methods in mesophyll-associated clusters 1-4, even though transcriptional reporters for all three genes had robust palisade expression (see Figure 1C and I; Supplemental Figure S3G) and were detected in the palisade by FAC sorting. In (C, F, I), counts per million (CPM) are shown, and colored points indicate paired replicates. \*\*FDR < 0.005. Supports Figure 4.

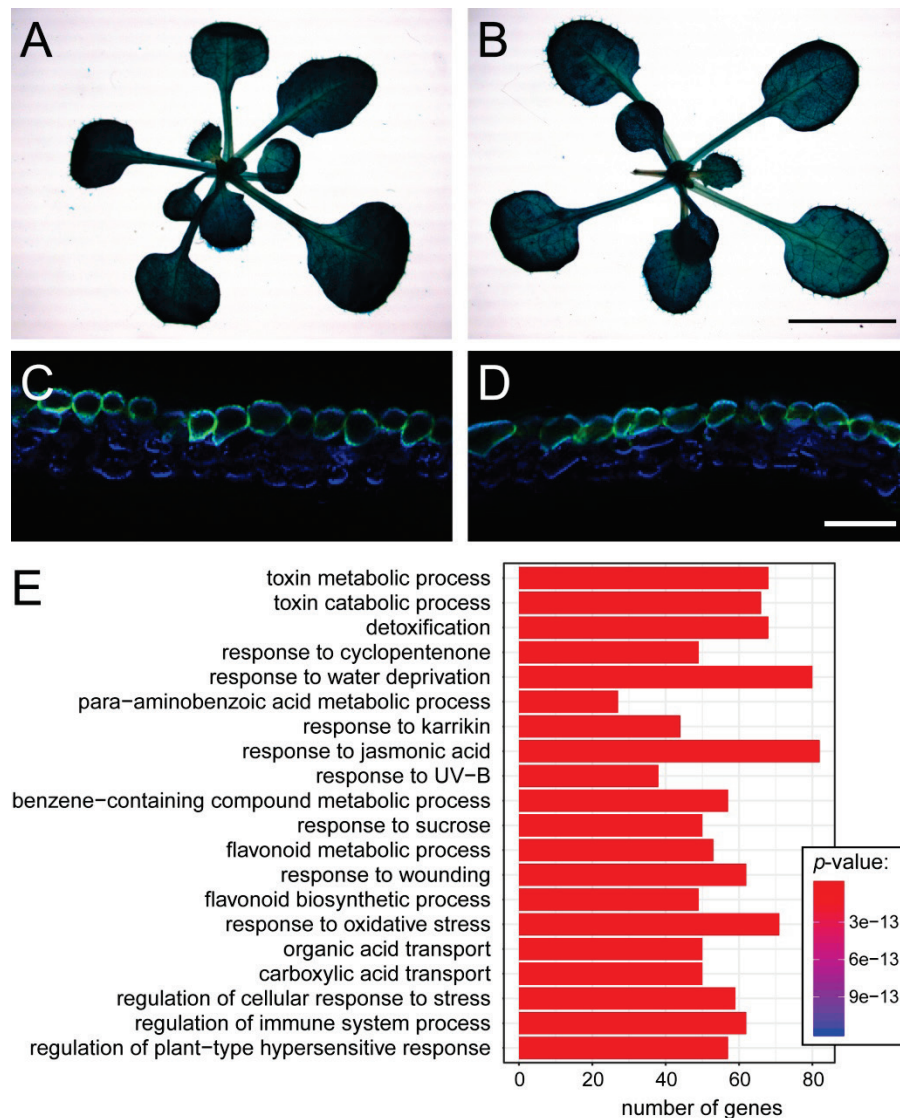

**Supplemental Figure S9.** Effect of high light on *IQD22* reporter and palisade-associated gene expression. **A** and **B**, GUS staining in the shoots of 17-d-old *IQD22*<sub>pro</sub>:*GUS-mCit* reporter plants grown at low light (50  $\mu\text{E m}^{-2} \text{s}^{-1}$ , **A**) or treated for 2 h with high light (300  $\mu\text{E m}^{-2} \text{s}^{-1}$ ) immediately prior to protoplasting (**B**). Scale bar: 5 mm. **C** and **D**, Same as in **A** and **B**, respectively, except showing a representative cross-section through the first true leaf. GUS-mCit fluorescence, green, and chlorophyll autofluorescence, blue. Scale bar: 100  $\mu\text{m}$ . Adaxial is up. **E**, Gene ontology (GO) term enrichment analysis of genes up-regulated by 2 h high light in FAC sorted palisade cells. The top 20 GO terms by adjusted  $p$ -value are shown. Supports Figure 5.

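Among genes upregulated by high light in sorted palisade cells, the same annotated processes were counted over 11733 tested genes. Genes of lignin metabolism were upregulated in 9 of 22 cases, 40.9% against 8.18% of the other genes (odds ratio 7.77, Fisher's exact test, two-sided, adjusted p = 0.000126). Flavonoid genes were upregulated in 5 of 15 cases (odds ratio 5.59, adjusted p = 0.0158 from the same Fisher's exact test), and genes of the response to wounding in 17 of 58 (odds ratio 4.68). With the replicate number as a block these odds ratios were 7.82, 5.62 and 5.12. In reference cells, 11 of 23 lignin genes were upregulated (odds ratio 7.96), and 8.04 with the block. Genes of photosynthesis made up 13 of 66 among those downregulated in palisade cells (odds ratio 4.61, and 4.38 with the block).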

**Supplemental Table S1.** Comparison of recent scRNA-seq data sets from plants.

| <b>Publication</b>         | <b>median genes/cell</b> | <b>median UMI*/cell</b> | <b># cells</b> |
|----------------------------|--------------------------|-------------------------|----------------|
| This publication           | 1,637                    | 3,639                   | 23,729         |
| Graeff et al., 2021        | 3,525 to 4,214           | not provided            | 5,767 to 6,742 |
| Jean-Baptiste et al., 2019 | 2,445                    | 6,152                   | 3,121          |
| Kim et al., 2021           | 3,342                    | 27,159                  | 5,230          |
| Lopez-Anido et al., 2021** | 1,870                    | 5,026                   | 5,021          |
| Shulze et al., 2019        | 919 to 1,497             | 1,454 to 2,976          | 12,000         |
| Wendrich et al., 2020      | 6,781                    | not provided            | 5,145          |
| Zhang et al., 2019         | 1,875                    | not provided            | 7,695          |
| Zhang et al., 2021         | 3,360                    | not provided            | 15,034         |

\*Unique molecular identifiers (UMI). \*\*Other data sets from this paper were sequenced more shallowly.

## REFERENCES FOR SUPPLEMENTAL MATERIAL

- Eckardt, N. A. (2010). YABBY Genes and the Development and Origin of Seed Plant Leaves. *Plant Cell*, 22(7), 2103-2103. doi:10.1105/tpc.110.220710
- Eshed, Y., Izhaki, A., Baum, S. F., Floyd, S. K., & Bowman, J. L. (2004). Asymmetric leaf development and blade expansion in Arabidopsis are mediated by KANADI and YABBY activities. *Development*, 131(12), 2997-3006. doi:10.1242/dev.01186
- Gardner, M. J., Baker, A. J., Assie, J. M., Poethig, R. S., Haseloff, J. P., & Webb, A. A. (2009). GAL4 GFP enhancer trap lines for analysis of stomatal guard cell development and gene expression. *J Exp Bot*, 60(1), 213-226.
- Geisler, M., Jablonska, B., & Springer, P. S. (2002). Enhancer trap expression patterns provide a novel teaching resource. *Plant Physiol*, 130(4), 1747-1753. doi:10.1104/pp.011197
- Graeff, M., Rana, S., Wendrich, J. R., Dorier, J., Eekhout, T., Aliaga Fandino, A. C., . . . Hardtke, C. S. (2021). A single-cell morpho-transcriptomic map of brassinosteroid action in the Arabidopsis root. *Mol Plant*, 14(12), 1985-1999. doi:10.1016/j.molp.2021.07.021
- Jean-Baptiste, K., McFaline-Figueroa, J. L., Alexandre, C. M., Dorrity, M. W., Saunders, L., Bubb, K. L., . . . Cuperus, J. T. (2019). Dynamics of Gene Expression in Single Root Cells of Arabidopsis thaliana. *Plant Cell*, 31(5), 993-1011. doi:10.1105/tpc.18.00785
- Kim, J.-Y., Symeonidi, E., Pang, T. Y., Denyer, T., Weidauer, D., Bezruczyk, M., . . . Frommer, W. B. (2021). Distinct identities of leaf phloem cells revealed by single cell transcriptomics. *Plant Cell*, 33(3), 511-530. doi:10.1093/plcell/koaa060
- Lopez-Anido, C. B., Vatén, A., Smoot, N. K., Sharma, N., Guo, V., Gong, Y., . . . Bergmann, D. C. (2021). Single-cell resolution of lineage trajectories in the Arabidopsis stomatal lineage and developing leaf. *Dev Cell*, 56(7), 1043-1055.e1044. doi:10.1016/j.devcel.2021.03.014
- Sawchuk, M. G., Donner, T. J., Head, P., & Scarpella, E. (2008). Unique and Overlapping Expression Patterns among Members of Photosynthesis-Associated Nuclear Gene Families in Arabidopsis. *Plant Physiol*, 148(4), 1908-1924. doi:10.1104/pp.108.126946
- Shulze, C. N., Cole, B. J., Ciobanu, D., Lin, J., Yoshinaga, Y., Gouran, M., . . . Dickel, D. E. (2019). High-Throughput Single-Cell Transcriptome Profiling of Plant Cell Types. *Cell Reports*, 27(7), 2241-2247.e2244. doi:10.1016/j.celrep.2019.04.054
- Wendrich, J. R., Yang, B., Vandamme, N., Verstaen, K., Smet, W., Van de Velde, C., . . . De Rybel, B. (2020). Vascular transcription factors guide plant epidermal responses to limiting phosphate conditions. *Science*, 370(6518). doi:10.1126/science.aay4970
- Zhang, T.-Q., Chen, Y., & Wang, J.-W. (2021). A single-cell analysis of the Arabidopsis vegetative shoot apex. *Dev Cell*, 56(7), 1056-1074.e1058. doi:10.1016/j.devcel.2021.02.021
- Zhang, T.-Q., Xu, Z.-G., Shang, G.-D., & Wang, J.-W. (2019). A Single-Cell RNA Sequencing Profiles the Developmental Landscape of Arabidopsis Root. *Mol Plant*, 12(5), 648-660. doi:10.1016/j.molp.2019.04.004

How the deposited data were processed for this re-analysis (not part of the article)

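Messenger RNA from fluorescence-sorted Arabidopsis leaf protoplasts, and from total root protoplasts, was sequenced in 27 libraries of 9 conditions with 3 replicates each. The authors aligned strand-specific, single-end 50-bp reads to TAIR10 with TopHat 2.0.9, counted them per gene with HTSeq 0.6.1, and deposited the unnormalized counts, 1 file per library, with no gene filtered out. HTSeq leaves out reads that align to more than 1 place, which made up 4.33% to 9.75% of the reads listed. Of the 33602 genes in each file, 133 chloroplast-encoded and 146 mitochondrial genes were left out of the tests, as the paper describes, and 33323 nuclear genes were kept. Counts on genes ranged from 15074702 to 38792923 per library, so that 3 counts, the floor used here, correspond to 0.0773 to 0.199 CPM. Floors and intervals cover counting error only, not the variation between plants or pools.

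Conditions and replicate numbers were taken from the sample labels and the paper's methods. Palisade and reference libraries with the same letter come from the same protoplast pool, of which there are 12 for the leaf libraries, and the pool was a block in comparisons of both populations. Libraries that differ in inhibitors, light or organ come from different pools and were compared without a block. Each comparison used the 6 libraries of both groups, and genes were tested when at least 3 libraries had at least 2 counts, the filter the paper describes.

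Tests used R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood F-test) and Benjamini-Hochberg adjustment, with a limit of 0.05 on the FDR and of 2 on the fold-difference. The difference in light response between populations was tested as an interaction over 12 libraries, with no limit on the fold-difference, and the same model was fitted for inhibitors. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic, which is approximate. CPM values are means of the scaled libraries of 1 comparison, so that a low light value differs slightly between the comparison of populations and that of light levels. Overlaps were tested with one-sided hypergeometric tests, shares of genes with two-sided Fisher's exact tests, and small groups with exact permutation tests, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Processes were taken from the notes of the TAIR10.1 annotation, in which 32835 of the nuclear genes have an entry matched by identifier and 16199 have a process. Lists of 6 processes were tested in 8 gene sets, which makes a family of 48 tests. These process tests were added after the data were seen. Because TAIR10.1 is not the build the authors used, only names, notes, transcript lengths and the repetition of 50-base windows were taken from it.

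Genes named in the text are those the paper names for the sorted cells, and the 5 with the largest log2 fold change in each direction between palisade and reference cells with inhibitors at low light, among those that differed and had the same sign in all 3 pools. This rule, the comparisons and their alternatives were set before the data were examined, with the following exceptions. Palisade against reference cells at high light was not among the comparisons set then. The interaction of cell population with inhibitors was added after the data were seen. The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, organelle-encoded genes kept, the TREAT test against a fold-difference of 2, all 27 libraries fitted together, the replicate number added as a block or the pool removed, and each replicate left out. A filter at 2 CPM in at least 3 of 6 libraries, with and without the likelihood ratio test, was added after the data were seen.

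The procedure was tested on simulated counts in which 200 genes were changed 4-fold. The single-cell data, the imaging and the plant phenotypes were not analysed here. *TCF1* and *bHLH68* were left out because no identifier could be assigned to the symbol, and *CAD2* had too few counts to be tested.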

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

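Some tests in this part were chosen only after the results were seen. These are the comparisons with other splits of the libraries, the test of scaling and the use of *IQD22* as a measure of purity. The interaction with inhibitors and the comparison with all genes that differed with inhibitors belong to them as well. The comparison of both populations at high light was not among those set beforehand. The other tests were chosen before.

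The response to high light differed between palisade and reference cells for 1112 genes at an FDR below 0.05, which is a difference between groups that the paper does not test. Such a difference depends on how well each sort separated the cells. If low and high light sorts had differed in purity, the difference in response should follow the difference between the populations without inhibitors, which shares no library with the test. Over the genes that differed there, r was -0.156, which is weak. *IQD22*, whose promoter drives the sorting reporter, was higher in palisade cells in all 3 pools at each light level, but its log2 fold change was lower at high light by a difference of -0.58 (SE 0.14, FDR 0.00760 from edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). That is the direction lower purity at high light would give, so a part of unequal purity is not excluded. Scaling of the libraries was tested with upper-quartile normalization, which gave 1087 genes. Genes with few counts were tested by asking for at least 10 counts in every library, where 84.8% of the genes were found again, or 89.2% of the 1057 that could still be tested. Of the 4 splits that part every same-numbered pair of pools as the real one does, 1, the real split, gave as many genes. The others, which exchange the light levels of the pools of 1 number, each gave 0 genes, with 459 to 917 at an unadjusted p below 0.05 against 3196 in the real split. With 4 splits the share cannot fall below 0.25, whatever the data, so this count cannot settle the part of chance. Splits that put same-numbered pools on one side were not compared. Without the pool as a block few of the genes passed, as given in the next part. A response that differs in degree between the cell types may be a biological difference, but unequal purity is not excluded for all of these genes.

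The difference between palisade and reference cells depended on the inhibitors for 973 of the genes tested, which the paper does not report, and 262 of these differed more than 2-fold. The log2 fold change of palisade against reference cells was lower without inhibitors for 902 of the 973 genes (92.7%) and higher for 71. Unequal purity of the sorts with and without inhibitors was tested as above, against the difference in the high light libraries, and gave r = -0.114 across 1592 genes, which is weak. *IQD22* could not serve as a measure of purity here, since its transcript was itself higher without inhibitors in both populations, with log2 fold changes of 1.26 (SE 0.19) and 2.19 (SE 0.17) in palisade and reference cells. An unequal induction of transcripts during protoplasting was also weighed. Of the 973 genes, 882, or 90.6%, were higher without inhibitors in at least 1 population, against 21.8% of all genes tested. Genes of an interaction tend to differ with inhibitors in a population, however, and most genes that do are higher without them. Among the 894 of the 973 that differed with inhibitors in either population, 98.7% were higher without them, against 93.1% of all 4808 genes that differed, so the share decides little, and the pattern cannot be told apart from this explanation. No biological explanation was tested. Of 4 splits, 1, the real one, gave as many genes, and the others each gave 0, with 378 to 581 at an unadjusted p below 0.05 against 2600, which with so few splits cannot settle the part of chance either.

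Between palisade and reference cells after high light, 1605 genes differed among 19072 tested, with 392 upregulated and 1213 downregulated in the palisade. The paper does not compare these libraries with each other, so this is a signal in a comparison it did not analyse. Without the pool as a block, 327 were upregulated and 1030 downregulated. If the populations differed in the same way at both light levels, the log2 fold changes at low and high light should rise together. Across the 1411 genes that differed at low light and were tested at both light levels, r was 0.893 with a slope of 0.790, and 97.3% had the same sign. Over all 18433 genes tested at both levels, r was 0.779 and 74.1% had the same sign. Of the genes tested at both levels, 214 were upregulated and 724 downregulated in the palisade in each. Much of the difference between the populations is thus shared. Whether the rest differs between light levels is not settled. The interaction above was found for 1112 genes with the pool as a block, and unequal purity is not excluded for these. It was found for 9 genes without the pool, in a fit that ignores the pairing and takes variation between pools as error. Of 4 splits of these libraries, 1, the real one, gave as many genes, and the others each gave 0, with 27 to 66 at an unadjusted p below 0.05 against 8476.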

How the results depend on the processing

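The comparisons with other splits of the libraries, the filter at 2 CPM and the test of process lists were chosen only after the results were seen. Over the 354 values of the main results under an alternative, 294 stayed on the same side of their threshold or within 1.5 times the count, 55 counts or correlations moved further, 5 were weaker, and none reversed. Where a result moved, the cause was not tested, apart from the further genes lost with the filter at 2 CPM, taken up under Other observations.

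Asking for at least 10 counts in every library lowered many counts. Palisade cells with inhibitors then had 246 upregulated and 453 downregulated genes at low light, and 244 and 555 at high light. Without inhibitors these numbers were 246 and 665, and in JR11-2 they were 82 and 186. Root differed from palisade cells in 9036 genes and from reference cells in 9193, and JR11-2 shared 39 upregulated and 89 downregulated genes with the *IQD22* line. The correlation of the light responses, 0.884 over the genes regulated in either population, was 0.942 with this filter, 0.900 under DESeq2 and 0.831 over all genes tested.

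The TREAT test against a fold-difference of 2 left 125 upregulated and 514 downregulated genes in the palisade with inhibitors, 144 and 683 without inhibitors, and 19 and 59 in JR11-2. High light then upregulated 658 genes and downregulated 194 in palisade cells, and 875 and 292 in reference cells. With all 27 libraries fitted together, high light downregulated 839 genes in reference cells. The likelihood ratio test gave 217 upregulated genes in JR11-2, and DESeq2 gave 587 genes whose light response differed between the populations. In simulated counts DESeq2 called 73 unchanged genes among 212 in that design, and edgeR's quasi-likelihood test 5 among 159.

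Leaving the protoplast pool out of the model left JR11-2 with 10 upregulated and 63 downregulated genes, of which 6 and 59 were shared with the *IQD22* line. It left 9 genes whose light response differed between the populations and 46 whose difference between the populations depended on the inhibitors. Such fits ignore that both populations of a pool came from the same plants, and take variation between pools as error. Adding the replicate number as a block to comparisons of different pools changed no main result past its limit. High light then upregulated 1493 and downregulated 920 genes in palisade cells, and 1912 and 1251 in reference cells, with 1178 and 650 shared. Same-numbered libraries deviated from their group means with a mean r of -0.0718 across genes for root and palisade cells, 0.0819 for reference cells with and without inhibitors, and 0.0261 and 0.0357 for palisade and reference cells at both light levels.

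The filter at 2 CPM gave 237 upregulated and 591 downregulated genes in the palisade with inhibitors, 210 and 680 without, and 72 and 151 in JR11-2, of which 38 and 127 were shared with the *IQD22* line. Together with the likelihood ratio test it gave 238 and 592, 212 and 683, and 72 and 153, with 38 and 127 shared.

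*FAH1* lay at the 2-fold limit between palisade and reference cells. Its log2 fold change was 0.99 with at least 10 counts in every library, 0.99 without the pool and 1.00 with the filter at 2 CPM, each below 2-fold, and 1.01 under TREAT, where it did not pass.

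Across the fits that each left out a replicate, upregulated and downregulated genes in the palisade ranged from 338 to 385 and from 908 to 955 with inhibitors at low light, from 311 to 424 and from 999 to 1106 at high light, from 391 to 399 and from 1160 to 1257 without inhibitors, and from 123 to 159 and from 203 to 351 in JR11-2. Shared genes of both lines ranged from 56 to 68 and from 155 to 252. Genes different in root ranged from 14256 to 14595 and from 14125 to 14365. Genes higher without inhibitors ranged from 3217 to 3589 in palisade and from 3856 to 4058 in reference cells, with 3002 to 3076 shared. High light upregulated 1343 to 1651 and downregulated 777 to 1015 genes in palisade cells, and 1791 to 1923 and 1120 to 1268 in reference cells, with 1039 to 1109 and 528 to 581 shared, and the correlation was 0.865 to 0.881. Genes with a response that differed ranged from 677 to 1040 for light, of which 646 to 872 were among those of all libraries, and from 614 to 820 for inhibitors. Light regulated 122 to 146 of the genes upregulated in the palisade and 11 to 15 of the lignin genes. The log2 fold change of *FAH1* ranged from 0.91 to 1.15, and that of *PAL1* in light from 1.26 to 1.46.

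Among 368 values of 49 results for single genes, 12 were weaker and 1 stronger. *AT1G05040* and *KDR* lost their call with DESeq2 and with any pool left out, *IQD22* without inhibitors, *C4H* in light, *FAH1* in light in reference cells and *PAL1* without against with inhibitors fell below 2-fold with 1 library left out, and *AT1G65845* rose above it. Among 66 values of process tests, 4 were weaker and 1 stronger. Depth limits what can be said of genes near the floor. Each comparison of 6 libraries allows 4 splits that part every same-numbered pair, and in every comparison of populations, organs, inhibitors and light levels 1 of the 4, the real one, gave as many genes. The others each gave 0 genes, with 19 to 271 at an unadjusted p below 0.05. They hold the real difference within their groups, and 4 splits cannot give a share below 0.25, so the count cannot settle the part of chance. Splits that put same-numbered libraries on one side were not compared. With 3 against 3 libraries, edgeR's quasi-likelihood test recovered 91.0% of 199 genes changed 4-fold in simulated counts with pairs. It recovered 86.4% of 198 without pairs, and 78.6% of 196 for an interaction. Smaller changes were not simulated. The genes of the interaction with light had a median absolute log2 difference of 0.64, so these shares do not tell how many changes of that size are found.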

Differences from the paper's values

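With inhibitors at low light, 403 genes were upregulated and 1055 downregulated in the palisade, against the paper's 238 and 591. Of the alternatives set before the data were examined, DESeq2 (315), at least 10 counts in every library (246), no pool in the model (326) and leaving out replicate 3 (338) came within the limits of the paper's upregulated number. The likelihood ratio test (487), upper-quartile normalization (412), no filter (402), organelle-encoded genes kept (409), TREAT (125), all 27 libraries together (554) and leaving out replicate 1 (379) or 2 (385) did not. For downregulated genes, DESeq2 (790), at least 10 counts (453) and TREAT (514) came within the limits, and the likelihood ratio test (1244), upper-quartile normalization (1041), no filter (1035), organelle-encoded genes kept (1053), all libraries together (958), no pool (899) and each replicate left out (908 to 955) did not. The filter at 2 CPM in at least 3 of 6 libraries, chosen after seeing the values, gave 237 and 591, and 238 and 592 with the likelihood ratio test. Of the 829 genes in the paper's lists, all were tested here, 823 were differentially regulated, and 6 were not, with absolute log2 fold changes from 0.98 to 1.00. The filter at 2 CPM with the likelihood ratio test, chosen after seeing the values, called all 829 of them.

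Without inhibitors, 407 genes were upregulated and 1335 downregulated, against the paper's about 210 and about 680 in Supplemental Figure S2, H and I, read by eye. For upregulated genes, DESeq2 (307), at least 10 counts (246), TREAT (144) and no pool (291) came within the limits. The likelihood ratio test (458), upper-quartile normalization (383), no filter (394), organelle-encoded genes kept (407), all libraries together (415) and each replicate left out (391 to 399) did not. For downregulated genes, at least 10 counts (665) and TREAT (683) did, and DESeq2 (1076), the likelihood ratio test (1515), upper-quartile normalization (1399), no filter (1285), organelle-encoded genes kept (1332), all libraries together (1217), no pool (1049) and each replicate left out (1160 to 1257) did not. The filter at 2 CPM, chosen after seeing the values, gave 210 and 680.

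In JR11-2, 143 genes were upregulated and 289 downregulated, against the paper's about 71 and about 150 in the same figure, read by eye. For upregulated genes, DESeq2 (97) and at least 10 counts (82) came within the limits, and the likelihood ratio test (217), upper-quartile normalization, no filter and organelle-encoded genes kept (143 each), TREAT (19), all libraries together (119), no pool (10) and each replicate left out (123 to 159) did not. For downregulated genes, DESeq2 (195), at least 10 counts (186), all libraries together (210) and leaving out replicate 1 (203) did, and the likelihood ratio test (373), upper-quartile normalization (303), no filter (289), organelle-encoded genes kept (288), TREAT (59), no pool (63) and leaving out replicate 2 (351) or 3 (275) did not. The filter at 2 CPM, chosen after seeing the values, gave 72 and 151.

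Both lines shared 62 upregulated and 224 downregulated genes, against the paper's about 38 and about 130 in Supplemental Figure S2, H and I, read by eye. For upregulated genes, DESeq2 (51), at least 10 counts (39) and leaving out replicate 1 (56) or 2 (57) came within the limits, and no pool (6) and leaving out replicate 3 (68) did not. For downregulated genes, DESeq2 (168), at least 10 counts (89) and leaving out replicate 1 (155) did, and no pool (59) and leaving out replicate 2 (252) or 3 (201) did not. The filter at 2 CPM, chosen after seeing the values, gave 38 and 127.

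The paper describes few differences between the populations in their light response, and counts genes that changed more than 2-fold in each population. Here, with the pool as a block, 1112 genes had a response that differed at any fold-difference. Of these, 185 differed more than 2-fold, and without the pool 9 genes differed. The limits are unlike, so the 1112 genes do not by themselves contradict the paper. The paper names flavonoid metabolism among the processes of genes upregulated in the palisade, while 1 of 15 flavonoid genes in the TAIR10.1 notes was upregulated here. Figure 5E shows *CAD1* as not regulated by light in palisade cells, with a bar at about 0.65, read by eye, while the gene that bears this symbol in TAIR10.1, *AT1G72680*, had a log2 fold change of 3.54. The paper uses the reporter of *AT1G65845* as one of a gene upregulated in the palisade, while its log2 fold change was 0.94 here, and 1.02 without replicate 2, where it passed the limit.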

Other observations

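In this part, the tests of scaling and of the filter at 2 CPM were chosen only after the results were seen, and the other tests before.

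Markers were taken from the paper's clusters 0 to 7 alone. Its later clusters, among them the guard cells and a further epidermal cluster, were not tested. Of the 403 genes upregulated in the palisade with inhibitors, 8 (1.99%) are markers of the paper's epidermis cluster 0, against 1.02% of the other genes. The odds ratio was 1.97 (Fisher's exact test, two-sided, adjusted p = 0.148 over 8 clusters and both directions), 2.34 with markers of a single cluster alone and 3.41 with the paper's own list of upregulated genes (adjusted p from 0.00802 to 0.0532 over these alternatives). A contribution of epidermal cells to the palisade population can therefore not be excluded. Of the 1055 genes downregulated in the palisade, 36 mark the bundle sheath cluster, 83 the phloem parenchyma cluster and 61 the mixed vasculature cluster, with odds ratios of 10.0, 16.2 and 14.2. The downregulated genes may therefore reflect, in part, bundle sheath and vein cells in the reference population. Epidermis markers were enriched among them as well (odds ratio 5.36), which fits a reference population that holds more cells of other types.

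Of the 1461 genes upregulated by high light in palisade cells and tested for inhibitors in reference cells, 668 (45.7%) were also higher without inhibitors in reference cells, against 18.2% of the other genes (odds ratio 3.79). With the populations exchanged the odds ratio was 6.39. The stress of protoplasting may therefore share transcripts with the light response, although both light levels were sorted with inhibitors. Both comparisons have low light libraries from the same pools as their base, and palisade and reference libraries of these pools deviate together (mean r of 0.230 across genes), so a deviation of these pools could also raise the overlap.

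Genes higher without inhibitors may depend on the scaling of the libraries, since upper-quartile normalization lowered the share of higher genes by 19.2 percentage points in palisade and 19.4 in reference cells. Transcript length had a Spearman's rho of 0.158 with the log2 fold change without against with inhibitors in palisade cells and of 0.118 in reference cells, over 99.9% of the genes tested, and cannot be excluded as a contributor. The most abundant 100 genes of a library took 28.8% of the counts without inhibitors and 39.7% with them (exact permutation test, p = 0.00216, the smallest that 6 against 6 libraries allow). These libraries come from 3 pools per treatment and are not independent, and 3 against 3 pools could not give a p below 0.1.

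Of the genes differentially regulated here with inhibitors and absent from the paper's lists, 635 in number, 627 (98.7%) were not tested with the filter at 2 CPM. With that filter the larger ratio to the paper's numbers was 1.00, so a filter on CPM in place of counts is a candidate explanation of these further genes.

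Counts from organelle-encoded genes made up 0.0428% of the counts in palisade and 0.0323% in reference cells with inhibitors at low light (exact permutation test of paired differences, p = 0.5, where the smallest possible is 0.25). Without inhibitors p was 0.75, in JR11-2 it was 0.5 and at high light it was 1, by the same exact test, which 3 pairs leave too coarse to exclude a difference.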
